# RXRs control serous macrophage neonatal expansion and identity and contribute to ovarian cancer progression

**DOI:** 10.1038/s41467-020-15371-0

**Published:** 2020-04-03

**Authors:** María Casanova-Acebes, María Piedad Menéndez-Gutiérrez, Jesús Porcuna, Damiana Álvarez-Errico, Yonit Lavin, Ana García, Soma Kobayashi, Jessica Le Berichel, Vanessa Núñez, Felipe Were, Daniel Jiménez-Carretero, Fátima Sánchez-Cabo, Miriam Merad, Mercedes Ricote

**Keywords:** Ovarian cancer, Hormone receptors, Peritoneal macrophages, Transcriptomics

## Abstract

Tissue-resident macrophages (TRMs) populate all tissues and play key roles in homeostasis, immunity and repair. TRMs express a molecular program that is mostly shaped by tissue cues. However, TRM identity and the mechanisms that maintain TRMs in tissues remain poorly understood. We recently found that serous-cavity TRMs (LPMs) are highly enriched in RXR transcripts and RXR-response elements. Here, we show that RXRs control mouse serous-macrophage identity by regulating chromatin accessibility and the transcriptional regulation of canonical macrophage genes. RXR deficiency impairs neonatal expansion of the LPM pool and reduces the survival of adult LPMs through excess lipid accumulation. We also find that peritoneal LPMs infiltrate early ovarian tumours and that RXR deletion diminishes LPM accumulation in tumours and strongly reduces ovarian tumour progression in mice. Our study reveals that RXR signalling controls the maintenance of the serous macrophage pool and that targeting peritoneal LPMs may improve ovarian cancer outcomes.

## Abstract (web summary)

Macrophages can differentiate to perform homeostatic tissue-specific functions. Here the authors show that RXR signalling is critical for large peritoneal macrophage (LPM) expansion during neonatal life and LPM lipid metabolism and survival during adult homeostasis, and that ovarian cancer growth relies on RXR-dependent LPMs.

## Introduction

Macrophages are myeloid-derived cells that populate all tissues, where they contribute to tissue remodelling and protection against pathogens and injury^1^. Macrophages are heterogeneous and derive from two main lineages. Tissue-resident macrophages (TRMs) arise mainly from embryonic precursors^2^ and reside in tissues for prolonged periods, whereas blood-derived macrophages are found mostly in injured tissues^3^. In a previous analysis by RNA-seq, ChIP-seq and assay for transposase-accessible chromatin with sequencing (ATAC-seq) of purified TRMs from six organs, we showed that the TRM epigenetic and transcriptional programme is unique to each tissue and is shaped by the tissue microenvironment in which TRMs reside^2,4^. For example, the ability of splenic marginal zone macrophages to trap circulating particulates and engulf marginal zone B cells is controlled by liver X receptor alpha (LXRα)^5^, surfactant clearance by alveolar macrophages is facilitated by expression of peroxisome proliferator-activated receptor gamma (PPARγ)^6^ and iron recycling and erythrocyte phagocytosis by splenic red pulp macrophages depends on Spi-C expression^7^.

The peritoneal and pleural cavities are small fluid-filled spaces that contain a large population of immune cells, including T and B cells, mastocytes, dendritic cells, monocytes and macrophages^8^. In mice, the peritoneal and pleural cavities contain two macrophage subsets distinguished phenotypically by their size and differential expression of F4/80 and MHC class II (MHCII)^9^. F4/80^HI^MHCII^LO^ large peritoneal macrophages (LPMs) are the most abundant population in the steady-state peritoneal space. LPMs have a typical macrophage morphology, including abundant cytoplasmic vacuoles and a high capacity to phagocytose apoptotic cells^9,10^, and contribute to the maintenance of intestinal microbial homeostasis by promoting the production of IgA by gut B1 cells^11^. The small peritoneal macrophage (SPM) subset expresses lower F4/80 and higher MHCII levels and predominates after injury associated with infection or inflammation^9^, playing important roles in bacterial removal and antigen presentation^8,9,12^. LPMs arise mainly from embryonic precursors that are recruited to the peritoneum prior to birth, and are essentially maintained locally through self-renewal^13,14^, although monocytes slowly and continuously contribute to the LPM pool^15–17^. LPM maintenance is crucially dependent on the retinoic acid-dependent transcription factor GATA-6^11,18,19^. In contrast, SPMs differentiate from circulating monocytes, in a process reliant on IRF4^20^.

Retinoid X receptors (RXRs) are members of the nuclear receptor superfamily of ligand-dependent transcription factors. They act as regulators of gene expression, exerting pleiotropic transcriptional control over a wide range of genetic programmes, including cell differentiation and survival, immune response, and lipid and glucose metabolism^21,22^. There are three RXR isotypes, RXRα (NR2B1), RXRβ (NR2B2) and RXRγ (NR2B3), which all show tissue-specific expression. These transcription factors form heterodimers with many other members of the nuclear receptor superfamily and also function as transcriptionally active homodimers^23^. RXR ligands include the vitamin-A derivative 9-cis-retinoic acid (9-cis-RA) and several endogenous fatty acids^21^. RXRs are important regulators of macrophage biology, playing key roles in inflammatory and autoimmune disorders and in bone homeostasis^22,24–26^.

We recently identified RXRα expression by TRMs in the liver, spleen, lung and peritoneal cavity^27^. Prompted by these results, here we examine the role of RXRs in TRM development and maintenance in these tissues. RXR deficiency profoundly affects TRMs in the murine serous cavities. Lack of RXRs in myeloid cells impairs the neonatal expansion of peritoneal LPMs and leads to apoptotic cell death due to lipid accumulation. Furthermore, we show that peritoneal LPMs migrate into early ovarian tumours and that RXR deletion in myeloid cells diminishes peritoneal LPM accumulation in cancer lesions and reduces tumour progression in mice.

## Results

### RXR deficiency alters serous cavity macrophage populations

ChIP-seq and ATAC-seq of TRMs purified from six organs revealed pronounced enrichment of RXRα in TRMs from liver, spleen, lung and peritoneum^27^. To assess whether RXRs control macrophage biology in these tissues, we deleted RXRα in myeloid cells by crossing *Rxra*^fl/fl^ mice^28^ with mice expressing Cre in macrophages (*LysM*^Cre^ mice). RXRα deletion in LysM + cells caused a strong reduction of macrophage numbers in several tissues, including the liver, but the strongest impact was on peritoneal and pleural LPMs (Fig. 1a–c and Supplementary Fig. 1a–c). In contrast, circulating monocytes (Supplementary Fig. 1d) and other TRMs (Supplementary Fig. 1b) remained unaffected. In light of these results, we focused our study on serous macrophages.

**Fig. 1:**
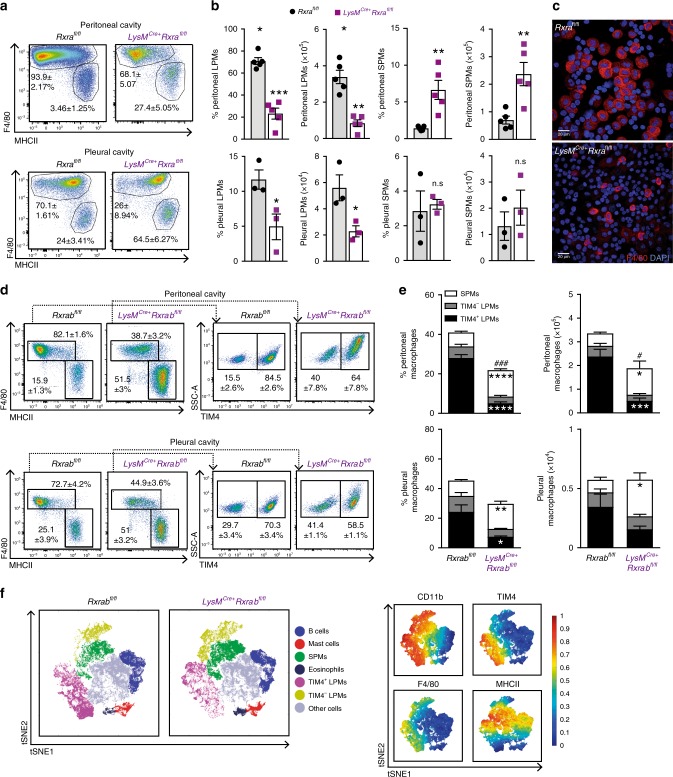
RXR deficiency alters serous cavity macrophage populations. **a**–**b** Flow cytometry of serous cavities from 7 to 9-week-old *LysM*^Cre+^*Rxra*^fl/fl^ mice and *Rxra*^fl/fl^ littermates. **a** Representative flow cytometry plots show the frequencies of LPMs (F4/80^HI^MHCII^LO^) and SPMs (F4/80^LO^MHCII^HI^) pregated on CD45^+^B220^-^CD11b^+^CD115^+^ cells (see also Supplementary Fig. 1a). **b** Graphs show frequencies among CD45^+^ leukocytes and absolute numbers. *n* = 3–5 from at least two independent experiments. **c** Immunofluorescence images showing F4/80 and DAPI staining of peritoneal lavage cytospins from *LysM*^Cre+^*Rxra*^fl/fl^ and *Rxra*^fl/fl^ mice. Scale bar: 20 μm. **d**–**e** Flow cytometry of serous cavities from 9-week-old *LysM*^Cre+^*Rxrab*^fl/fl^ mice and *Rxrab*^fl/fl^ littermates (see also Supplementary Fig. 1h). **d** Representative flow cytometry plots show the frequencies of LPMs and SPMs pregated on CD45^+^B220^-^CD11b^+^CD115^+^ cells (left) and the percentages of TIM4^+^ and TIM4^−^ cells pregated on LPMs (right). **e** Graphs show frequencies among CD45^+^ leukocytes and absolute numbers. Data (*n* = 5–7 per genotype) are representative of two independent experiments; ^#^*p* ≤ 0.05 (unpaired Student’s *t* test) vs total macrophage percentage or absolute numbers in *Rxrab*^fl/fl^ mice; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001 (unpaired Student’s *t* test) vs the same population in *Rxrab*^fl/fl^ mice. **f** Annotated t-SNE plots in the identified populations among CD45^+^ peritoneal cells from *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ mice as in (**d**) (left) and overlaid with biexponential transformed marker expression levels (right). All data are presented as mean ± SEM; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001 (unpaired Student’s *t* test). Source data are provided as a Source Data file.

There are three RXR isoforms: RXRα, RXR*β* and RXR*γ*; however, peritoneal LPMs and SPMs expressed only *Rxra* and *Rxrb* transcripts (Supplementary Fig. 1e). We subsequently generated *LysM*^Cre+^*Rxra*^fl/fl^*Rxrb*^fl/fl^ double-knockout mice (*LysM*^Cre+^*Rxrab*^fl/fl^) to explore the role of these RXR isoforms in serous macrophage homeostasis. We observed a high LysM-mediated Cre recombination in peritoneal LPMs and SPMs from LysM^Cre+^R26-YFP mice (Supplementary Fig. 1f), which correlated with an efficient reduction of both RXR isoforms in RXR-deficient LPMs and SPMs (Supplementary Fig. 1g). The reduction in serous LPM numbers was much stronger in mice lacking both RXRα and RXR*β* in LysM cells than that observed in *LysM*^Cre+^*Rxra*^fl/fl^ mice lacking only RXRα (Fig. 1d–f). Compared with wild-type controls, the serous cavities of both male and female *LysM*^Cre+^*Rxrab*^fl/fl^ mice showed a marked reduction in embryo-derived TIM4^+^ LPMs^16^, whereas SPMs were significantly increased, and monocyte-derived TIM4^–^ LPMs remained unchanged (Fig. 1d–f and Supplementary Fig. 1h). The remaining serous LPM populations in RXR-deficient mice displayed an altered phenotype, with *LysM*^Cre+^*Rxra*^fl/fl^ mice showing strong reductions in the expression of GATA-6 and CD102^11^ (Supplementary Fig. 1i) and *LysM*^Cre+^*Rxrab*^fl/fl^ mice showing increased expression of MHCII (Fig. 1f). These results establish the contribution of RXRα and RXRβ to the maintenance of the serous macrophage pool.

### RXRs control the identity of LPMs

Gene expression profiling of RXR-deficient LPMs revealed major transcriptional changes (Benjamin–Hochberg adjusted *p* value ≤0.05) (Fig. 2a and Supplementary Tables 1 and 2). The most downregulated pathways relative to wild-type LPMs were the G_2_/M checkpoint and the elongation factor 2 target modules, while the most enriched pathways included protein secretion, fatty-acid metabolism and apoptosis-related modules (Fig. 2b and Supplementary Fig. 2a). GATA-6, a retinoic acid-dependent transcription factor selectively expressed in LPMs^11,29^, was reduced in RXR-deficient peritoneal LPMs (Supplementary Fig. 1i and 2b-d and Supplementary Table 1). We observed that 77 of the 184 genes downregulated in RXR-deficient LPMs were induced by retinoic acid treatment as recently reported^30^ (Supplementary Fig. 2b), underscoring the importance of retinoic acid signalling in LPMs maintenance by RXRs. Those genes included peritoneal LPM hallmark genes, such as *Gata6*, *Icam2* and *Arg1*, the cholesterol synthesis-related gene *Cyp26a1*, the regulator of proliferation *Ccnd1* and the apoptosis inhibitors *Naip1* and *Cd5l* (Supplementary Fig. 2b). However, the expression profile of RXR-deficient peritoneal LPMs had limited overlap with the GATA-6-deficient macrophage expression profile^11,18,19^ (Supplementary Fig. 2b–c), suggesting that RXRs control peritoneal LPMs via GATA6-dependent and -independent mechanisms. Some genes usually restricted to SPMs were upregulated in RXR-deficient LPMs, including *Irf4*, *Ccr2*, *Mrc1, Retnla, Fcrls, Cd209d* and *Clec4b1*^16,20,31,32^ (Fig. 2a, Supplementary Fig. 2c–d and Supplementary Table 2).

**Fig. 2:**
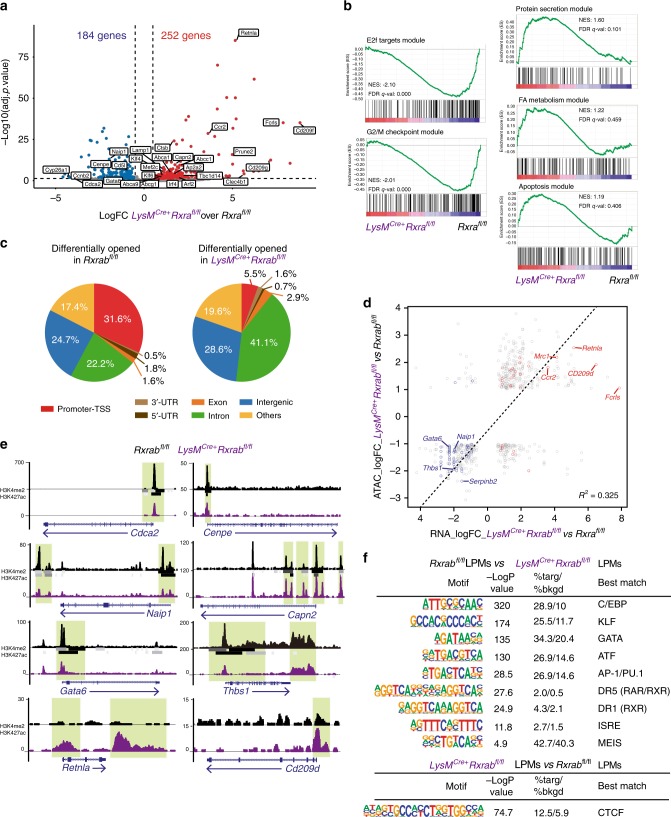
RXRs control the identity of LPMs. **a** Volcano plot showing the global transcriptional changes in *LysM*^Cre+^*Rxra*^fl/fl^ vs *Rxra*^fl/fl^ LPMs determined by RNA-seq. Each circle represents one DEG and coloured circles represent DEGs significantly upregulated (Benjamini–Hochberg adjusted *p* value ≤0.05 and Log fold change (FC) ≥1.5 (in red)) or significantly downregulated (Benjamini–Hochberg adjusted *p* value ≤0.05 and Log FC ≤ 1.5 (in blue)). Normalized expression values from RNA-seq data are provided in Supplementary Tables 1 and 2. **b** Gene set enrichment analysis (GSEA) of RNA-seq data showing downregulated and upregulated functions in *LysM*^Cre+^*Rxra*^fl/fl^ vs *Rxra*^fl/fl^ LPMs. NES Normalized enrichment score; FDR false-discovery rate. **c** Genomic distribution of enriched regions in *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ LPMs, identified in the ATAC-seq data set. **d** Scatter plot comparing accessibility to Tn5 transposase for differentially accessible peaks in *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ LPMs (*y* axis, logFC in normalized read counts) and mRNA expression changes in *LysM*^Cre+^*Rxra*^fl/fl^ and *Rxra*^fl/fl^ LPMs for the nearest gene (*x* axis; logFC values). Grey dots represent the association between differentially accessible regions and the nearest differentially expressed genes, as detected by HOMER. Peaks associated with DEGs related to SPMs are highlighted in red (upregulated genes), and those related to the LPM-specific signature are highlighted in blue (downregulated genes). Chi-squared and Pearson correlation tests, *R*^2^ = 0.325, Chi-square = 202.99, *p* value <10^−6^. **e** Genome browser views of proliferation-related (*Cdca2* and *Cenpe*), apoptosis-related (*Naip1* and *Capn2*), LPM-specific (*Gata6* and *Thbs1*) and SPM-specific (*Retnla* and *CD209d*) gene bodies in *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ LPM ATAC-seq data set. H3K4me2 and H3K27ac-marked regions previously defined by Gosselin et al.^29^ in LPMs from wild-type C57BL6/J mice are included as grey-to-black bars (tone intensity indicates read length). Vertical highlights correspond to regions of interest for the specified loci. **f** HOMER known motif analysis of *Rxrab*^fl/fl^- and *LysM*^Cre+^*Rxrab*^fl/fl^-specific ATAC-seq peak sequences in LPMs. Top table shows transcription factor motifs enriched in *Rxrab*^fl/fl^ LPMs using a background corresponding to *LysM*^Cre+^*Rxrab*^fl/fl^ LPM peaks. Bottom table shows transcription factor motifs enriched in *LysM*^Cre+^*Rxrab*^fl/fl^ LPMs using a background corresponding to *Rxrab*^fl/fl^ LPM peaks. Percentages of *Rxrab*^fl/fl^ and *LysM*^Cre+^*Rxrab*^fl/fl^ peaks relative to levels in their respective backgrounds are shown.

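Chromatin accessibility was profiled by ATAC-seq, in which the Tn5 transposase cuts and tags open DNA, in LPMs sorted from 9-week-old Rxrab fl/fl mice and LysMCre+ Rxrab fl/fl mice, whose myeloid cells delete Rxra and Rxrb. Each genotype has 2 libraries of 40000 cells, replicates 1 and 3 of Rxrab fl/fl and replicates 1 and 2 of LysMCre+ Rxrab fl/fl. The paper's Reporting Summary states that ATAC-seq samples were left out when they did not cluster with their group. The spread between libraries of a genotype may thus be understated. The authors aligned the reads to mm10, removed duplicates and reads on the mitochondrial and sex chromosomes, and called peaks with MACS2 in each library separately at a q value of 0.05. The deposited lists give the position of each peak, its fold enrichment over the local background and the −log10 of its p and q values. Reads per region are not part of these lists, so the read-count test of the authors was not repeated here and the peaks themselves were compared. The lists hold 38048 and 16097 peaks in Rxrab fl/fl replicates 1 and 3, and 65421 and 55581 peaks in LysMCre+ Rxrab fl/fl replicates 1 and 2. They cover 15.3 and 5.77 Mb in Rxrab fl/fl and 26.5 and 24.3 Mb in LysMCre+ Rxrab fl/fl. The whole-number pileup of tags at each summit and its background were solved from the fold enrichment and the p value, which succeeded for 97.9 to 99.8% of the peaks of a library. The lowest background, which follows the number of tags in the library, was 1.97 and 1.06 tags per 200 bp in Rxrab fl/fl and 1.33 and 1.08 in LysMCre+ Rxrab fl/fl, so that the number of peaks did not follow the depth. If the mouse genome size preset of MACS2 was used, these correspond to 18.4 and 9.92 M tags in Rxrab fl/fl and 12.4 and 10.1 M in LysMCre+ Rxrab fl/fl. The paper's stated average is 25 M paired-end reads sequenced per sample. The values here rest on the tags left after the authors' filters. Peaks of the 4 libraries that shared at least 1 bp were merged into 70744 regions, of which 51742 were called in at least 2 libraries and 15199 in all 4. Of the regions of Rxrab fl/fl replicate 3, 98.2% were called in all 4 libraries. At the targeted genes, Rxra (chromosome 2, 27677201 to 27763319, mm10) had 26 regions, of which 14 and 6 were called in Rxrab fl/fl and 25 and 22 in LysMCre+ Rxrab fl/fl. The strongest, in an intron, had a fold enrichment of 18.7 and 9.28 in Rxrab fl/fl and of 20.2 and 14.9 in LysMCre+ Rxrab fl/fl. The region at the Rxrb promoter-TSS on chromosome 17 had 8.36 and 5.71 against 7.17 and 4.79. Peak calls do not show whether the floxed exons were deleted. The choices that could change the numbers are the threshold on q, the different number of peaks per library, the merging, and the use of fold enrichment or of the pileup as the measure of a region.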

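Of all peaks, 29.3% (95% Wilson interval 28.9 to 29.8) and 48.3% (47.5 to 49.0) fell in promoter-TSS in Rxrab fl/fl replicates 1 and 3, against 19.6% (19.3 to 19.9) and 21.6% (21.3 to 22.0) in LysMCre+ Rxrab fl/fl replicates 1 and 2. These intervals cover counting error only. The share fell in each library as weaker peaks were included. With the 16097 peaks of lowest q value taken from each library, it was 48.3% in both Rxrab fl/fl libraries and 43.6 and 41.0% in the LysMCre+ Rxrab fl/fl libraries. With 2 libraries per genotype, the smallest p of a two-sided exact permutation test is 0.333.

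**Figure D1:**
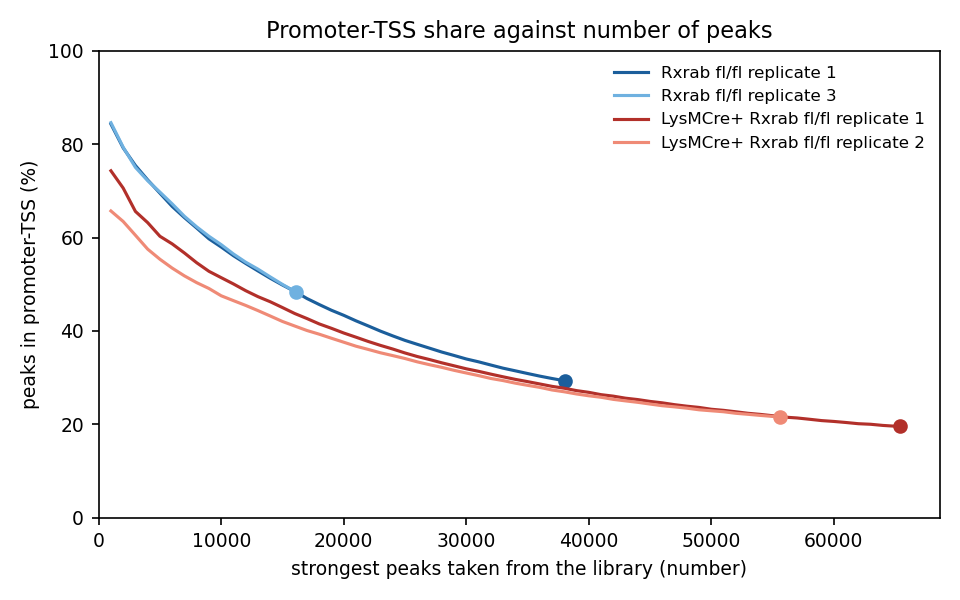
Share of peaks in promoter-TSS (%, y axis) against the number of strongest peaks by q value taken from each library (x axis). Lines are the 4 libraries and dots mark all peaks of a library. At 16097 peaks the Rxrab fl/fl libraries sit at 48.3% and the LysMCre+ Rxrab fl/fl libraries at 43.6 and 41.0%.

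Regions called in both libraries of one genotype and in neither of the other numbered 32 for Rxrab fl/fl and 16133 for LysMCre+ Rxrab fl/fl. Of these, 2 (6.25%, 95% Wilson interval 1.73 to 20.1) and 1139 (7.06%, 6.67 to 7.47) were in promoter-TSS, a difference that was not detectable (two-sided Fisher's exact test over regions, p = 1). Of the alternatives that kept all 4 libraries, the one with the largest change in the number of regions took the same number of peaks from each library. It gave 1610 and 1743 regions, of which 38.1 and 13.2% were in promoter-TSS (two-sided Fisher's exact test, p = 2.14e-63). That test compares lists of regions, not mice. Among the 15199 regions called in all 4 libraries, limma on log2 fold enrichment, centred on each library's median, called 7 regions higher in Rxrab fl/fl and 6 higher in LysMCre+ Rxrab fl/fl (Benjamini-Hochberg adjusted p under 0.05 and log2 fold change past 1). Of these, 4 of 7 and 0 of 6 were in promoter-TSS. On the summit pileup in place of fold enrichment, the same test called 747 and 382 regions, with 46.6% (43.0 to 50.2) and 18.1% (14.5 to 22.2) in promoter-TSS. Of all 15199 regions tested, 47.0% were in promoter-TSS. The Rxrab fl/fl list on the pileup thus held about the same share as the regions tested, and the LysMCre+ Rxrab fl/fl list a lower one.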

ATAC-seq revealed an altered distribution of chromatin-accessible peaks (Fig. 2c and Supplementary Fig. 2e) and a strong reduction of peaks in promoter-TSS (−1 kb to +200 bp with respect to TSS sites) in RXR-deficient LPMs compared with wild-type LPMs (5.5 vs 31.6%, Fig. 2c). Gene loci with increased chromatin accessibility in RXR-deficient LPMs correlated with significantly upregulated gene expression (e.g. *Fcrls*, *Cd209d*, *Retnla*, *Mrc1* and *Ccr2*), while gene loci with reduced chromatin accessibility were associated with downregulated gene expression (e.g. *Gata6*, *Naip1*, *Thbs1*, *Serpinb2*) (Chi-squared and Pearson correlation tests, *R*^2^ = 0.325; Chi-square = 202.99, *p* value <10^−6^) (Fig. 2d). 

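The RNA values are those of the paper's Supplementary Tables 1 and 2, which compare LysMCre+ Rxra fl/fl with Rxra fl/fl LPMs. From these, 172 downregulated and 238 upregulated genes were read, of which 155 and 222 had a TSS in the annotation used. The paper's text counts more downregulated genes than were read. Serpinb2, which it names as downregulated, was matched to no RNA value here. Across the 627 regions called in all 4 libraries whose nearest TSS belongs to one of these genes, the change in log2 fold enrichment had a Pearson r of −0.0150 with the RNA change (permutation p = 0.708, adjusted 0.819) and a Spearman rho of 0.0135 (permutation p = 0.737, adjusted 0.819). On the summit pileup, Pearson r was 0.236 (R squared 0.0556) and Spearman rho 0.268, each with a permutation p of 1e-05, the smallest that 100000 permutations can give, and an adjusted p of 5e-05. The adjustment is over 10 relations computed. Fcrls, Cd209d, Retnla and Ccr2 have no region among these, and the regions were not selected for a change in accessibility. These correlations are across regions, which are not independent replicates. By calls, 1 region found only in Rxrab fl/fl lay nearest to a downregulated gene and 0 to an upregulated gene, against 130 and 445 found only in LysMCre+ Rxrab fl/fl (two-sided Fisher's exact test over regions, p = 0.227). With 1 Rxrab fl/fl region, that test could not have given a lower p, so it decides nothing. With the same number of peaks from each library, these counts were 49 and 44 against 17 and 61 (two-sided Fisher's exact test over regions, p = 3.84e-05). Among the upregulated genes named, Fcrls on chromosome 3 (87250965 to 87263524) had 8 regions, of which 5 were called only in both LysMCre+ Rxrab fl/fl libraries and 1 was called in an Rxrab fl/fl library. The only region of Cd209d on chromosome 8 was called in both LysMCre+ Rxrab fl/fl libraries and in no Rxrab fl/fl library. Ccr2 on chromosome 9 had 2 such regions among 5. Mrc1 on chromosome 2 had 13 and 11 regions called in the LysMCre+ Rxrab fl/fl libraries against 4 and 2 in Rxrab fl/fl. Its strongest region (14206790 to 14207341) changed by 0.56 in log2 fold enrichment (standard error 0.22, adjusted p = 0.167 from limma). No region of these 4 genes was called in both Rxrab fl/fl libraries and in neither LysMCre+ Rxrab fl/fl library. Serpinb2 on chromosome 1 (107511423 to 107525600) had 7 and 2 regions in Rxrab fl/fl and 8 in each LysMCre+ Rxrab fl/fl library. Its strongest region, 14.3 kb upstream of the TSS, had a log2 fold change of −0.048 (standard error 0.21, adjusted p = 0.914 from limma), and −0.72 on the pileup (standard error 0.25, adjusted p = 0.0829 from limma). The other region called in all 4 libraries changed by −1.17 on the pileup and passed the threshold there.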

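Peak calls were examined at Cdca2, Cenpe, Naip1, Gata6 and Thbs1, whose positions are given on mm10. Thbs1 lies on chromosome 2 from 118111876 to 118127133. It had 13 regions, of which 11 and 1 were called in the Rxrab fl/fl libraries and 5 and 8 in the LysMCre+ Rxrab fl/fl libraries. Its strongest region (118111169 to 118112109) covers the promoter-TSS and was called in all 4 libraries. The summit pileup there was 185 and 49 in Rxrab fl/fl replicates 1 and 3 and 72 and 68 in LysMCre+ Rxrab fl/fl replicates 1 and 2, where the median over the regions called in all 4 libraries was 97, 20, 99 and 65. The log2 fold change of the scaled pileup was −1.31 (standard error 0.27, adjusted p = 0.0230 from limma). In fold enrichment it was −0.22 (standard error 0.26, adjusted p = 0.641 from limma).

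**Figure D2:**
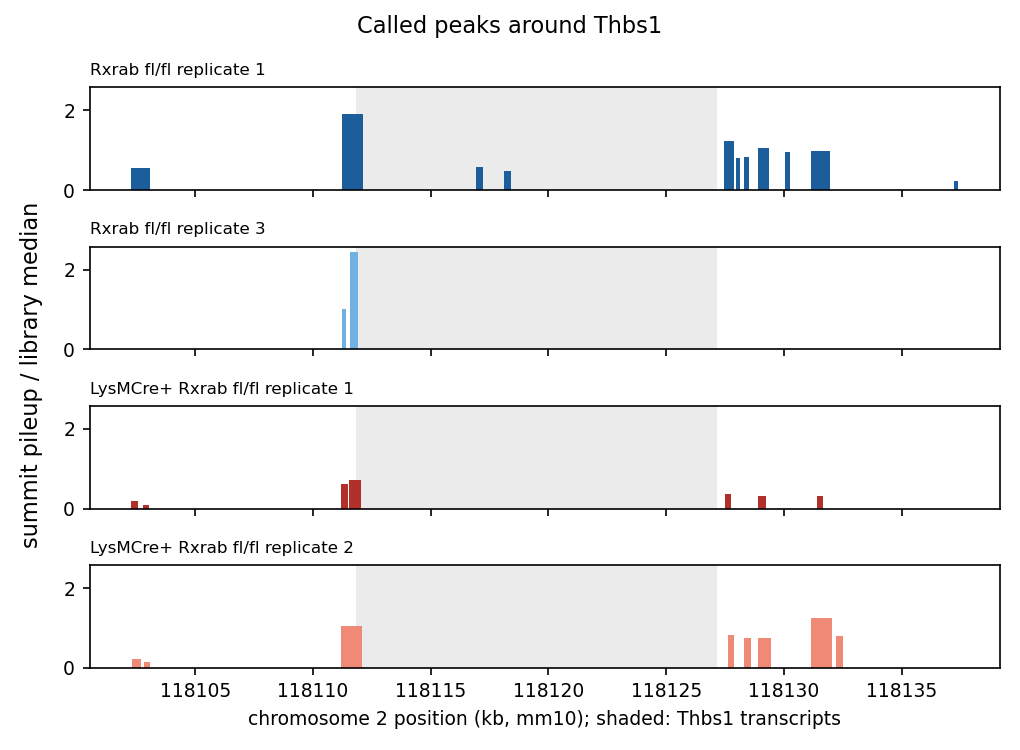
Peaks called around Thbs1 on chromosome 2 (x axis, kb, mm10) in the 4 libraries. Bar height is the summit pileup divided by the library's median over regions called in all 4 libraries (y axis, no unit), and the shaded span is the transcribed gene. At the TSS the bars reach 1.91 and 2.45 in Rxrab fl/fl and 0.727 and 1.05 in LysMCre+ Rxrab fl/fl.

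Gata6 on chromosome 18 (11052510 to 11085635) had 6 regions, of which 5 and 2 were called in the Rxrab fl/fl libraries and 4 and 5 in the LysMCre+ Rxrab fl/fl libraries. Its strongest region, in an intron 6.18 kb upstream of the annotated Gata6 TSS, had a fold enrichment of 9.06 in Rxrab fl/fl replicate 1 and of 11.2 and 12.1 in LysMCre+ Rxrab fl/fl, and was not called in Rxrab fl/fl replicate 3. The 2 regions called in all 4 libraries changed by −0.76 and −0.74 in log2 fold enrichment and by −1.16 and −1.11 on the pileup. They did not pass the limma threshold in either. Naip1 on chromosome 13 (100407770 to 100452864) had 8 regions, of which 5 and 2 were called in the Rxrab fl/fl libraries and 5 and 8 in the LysMCre+ Rxrab fl/fl libraries. The 2 called in all 4 libraries changed by −0.61 and −0.50 in log2 fold enrichment and by −1.25 and −1.18 on the pileup. Both passed the threshold on the pileup only. Its strongest region, in the 3'-UTR, had a fold enrichment of 8.02 in Rxrab fl/fl replicate 1 and of 11.6 and 6.61 in LysMCre+ Rxrab fl/fl, and was not called in Rxrab fl/fl replicate 3. Naip1 has close paralogs, and reads of low mapping quality were removed by the authors, so its values are uncertain. Cdca2 on chromosome 14 (67676354 to 67715841) had 1 region, at its TSS, with a log2 fold change of −0.34 (standard error 0.27, adjusted p = 0.460 from limma). That change is not larger than the spread between replicates. Cenpe on chromosome 3 (135212563 to 135273540) had 5 regions, of which 1 and 0 were called in the Rxrab fl/fl libraries and 3 and 4 in the LysMCre+ Rxrab fl/fl libraries. Its strongest, at the TSS, had a fold enrichment of 10.8 in Rxrab fl/fl replicate 1 and of 7.71 and 8.18 in LysMCre+ Rxrab fl/fl, and was not called in Rxrab fl/fl replicate 3.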

The analysis of H3K4me2 and H3K427ac marks^29^ showed active transcription of *Cdca*, *Cenpe, Naip1, Gata6* and *Thbs1* genes in wild-type peritoneal LPMs, and chromatin accessibility to these genes was significantly reduced in RXR-deficient peritoneal LPMs (Fig. 2e). Conversely, we observed increased regulatory element accessibility in genes upregulated in RXR-deficient peritoneal LPMs, such as *Capn2* (a positive regulator of apoptosis), *Retnla* and *Cd209d*^16,31^ (Fig. 2e). 

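Capn2 on chromosome 1 (182467253 to 182517610) had 9 regions in each LysMCre+ Rxrab fl/fl library and 7 and 3 in Rxrab fl/fl. Of its regions, 2 were called only in both LysMCre+ Rxrab fl/fl libraries. Its strongest region lies in an exon, 27.6 kb downstream of the TSS (182489744 to 182490348). There, the log2 fold change was 0.15 in fold enrichment (standard error 0.21, adjusted p = 0.691 from limma) and −0.027 on the pileup (adjusted p = 0.947 from limma). The 3 Capn2 regions called in all 4 libraries ranged from −0.79 to 0.15 in log2 fold enrichment and from −0.097 to 0.32 on the pileup, and 0 of them passed the threshold. Retnla on chromosome 16 (48842609 to 48844461) had 5 regions. Of these, 3 and 4 were called in LysMCre+ Rxrab fl/fl replicates 1 and 2, 1 in Rxrab fl/fl replicate 1 and 0 in replicate 3. Of the Retnla regions, 2 were called only in both LysMCre+ Rxrab fl/fl libraries. Its strongest region, 8.76 kb upstream, was called in Rxrab fl/fl replicate 1 with a fold enrichment of 7.75 and in LysMCre+ Rxrab fl/fl replicate 2 with 5.77. The region at the Cd209d promoter (3878291 to 3878807) had a fold enrichment of 13.8 and 6.73 in the LysMCre+ Rxrab fl/fl libraries. Reads shared with other genes of the Cd209 family can be lost to the authors' filter on mapping quality.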

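Transcription factor motifs were counted as matches of a consensus pattern within 100 bp of the strongest summit of a region, which is not the matrix search of HOMER. Among the 32 regions called only in Rxrab fl/fl and the 16133 called only in LysMCre+ Rxrab fl/fl, GATA motifs were found in 28.1 and 5.59% (two-sided Fisher's exact test, Benjamini-Hochberg adjusted over 10 motifs, p = 0.000477). C/EBP motifs were found in 12.5 and 1.61% (adjusted p = 0.00574) and DR5 elements in 6.25 and 0.0558% (adjusted p = 0.00103), the last from 2 and 9 regions. KLF, ATF, ISRE, MEIS, DR1 and AP-1 motifs did not differ past the adjustment. The smaller list holds few regions, so small differences could not be detected. When peaks were reduced to 100 bp either side of the summit before merging, GATA motifs did not pass the adjustment (adjusted p = 0.0973). Without Rxrab fl/fl replicate 1, C/EBP motifs were found in 1.99 and 2.42%, in reversed order, and GATA motifs in 13.9 and 6.28%. With the same number of peaks from each library, 1610 and 1743 regions were compared. KLF motifs were found in 15.5 and 6.48% (adjusted p = 9.36e-17), GATA in 10.4 and 2.98% (adjusted p = 9.37e-18), C/EBP in 4.41 and 1.72% (adjusted p = 1.25e-05) and ATF in 3.42 and 0.918% (adjusted p = 1.05e-06), each more often in the Rxrab fl/fl list. MEIS motifs were found less often in the Rxrab fl/fl list, in 13.9 against 19.7% (adjusted p = 1.26e-05). ISRE motifs (0.870 and 0.746%, adjusted p = 0.782), DR5 elements (0.248 and 0%, adjusted p = 0.0758) and DR1 elements (0.373 and 0.115%, adjusted p = 0.205) did not differ detectably.

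**Figure D3:**
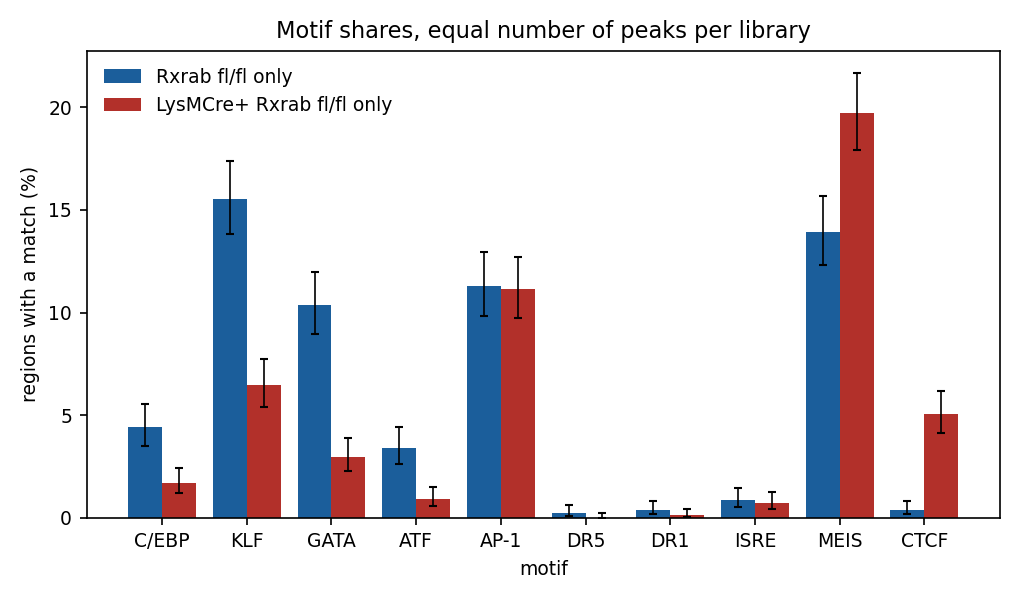
Share of regions with at least 1 match of a motif (%, y axis) among the 1610 regions called only in Rxrab fl/fl and the 1743 called only in LysMCre+ Rxrab fl/fl, with the same number of peaks taken from each library. Error bars are 95% Wilson intervals. KLF stands at 15.5 against 6.48% and GATA at 10.4 against 2.98%. The lists differ in promoter-TSS share, 38.1 against 13.2%.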

RXR-deficient LPMs also showed a reduction in the number of peaks enriched in transcription factors required for LPM identity and maintenance (CEBP/B, KLF, GATA, ATF, ISRE, MEIS)^11,18,19,29,33^, as well as for the nuclear receptors RXR (DR1) and RAR:RXR (DR5)^34^ (Fig. 2f) (Motif enrichment analysis with HOMER using a hypergeometric test *p* value ≤ 0.01), suggesting direct binding of RXRs to specific genes. Conversely, binding sites for the insulator protein CTCF^35^ were highly enriched in RXR-deficient LPMs (Fig. 2f), suggesting a potential repressor role as previously reported^36^.

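The CTCF pattern was found in 1312 of the 16133 regions called only in LysMCre+ Rxrab fl/fl (8.13%) and in 0 of the 32 called only in Rxrab fl/fl, a difference within the error of the smaller list (two-sided Fisher's exact test, adjusted p = 0.215). With the same number of peaks from each library, 88 of 1743 regions (5.05%) and 6 of 1610 (0.373%) held it (adjusted p = 5.13e-18). With peaks reduced to 100 bp either side of the summit, 1315 of 16138 regions and 0 of 249 held it (adjusted p = 9.29e-09). It was also more frequent in LysMCre+ Rxrab fl/fl among the regions past the limma threshold on the summit pileup, in 18 of 382 regions against 1 of 747, and with GC content matched, in 18 of 382 against 0 of 260 (two-sided Fisher's exact test, adjusted p = 2.54e-07 and 0.000491). These last lists were chosen after the values had been seen.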

Our data indicate that RXRs are required to establish LPM identity through the regulation of chromatin accessibility and transcriptional regulation, and that this signature is in part dependent on retinoic acid signalling. 

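Regions at genes that the paper lists as specific to LPMs or SPMs and changed in RNA (Supplementary Fig. 2c) were counted among those called in both LysMCre+ Rxrab fl/fl libraries. At LPM-specific downregulated genes, 16 of 148 regions (10.8%) were called in no Rxrab fl/fl library. At SPM-specific upregulated genes this was 48 of 118 (40.7%), and over all genes 32.6%. Among 10000 random gene lists of the same size, the share at LPM-specific genes was at percentile 0 and the share at SPM-specific genes at percentile 86.3. This describes these libraries and does not test the genotypes. From its ATAC-seq and RNA data, the paper proposes that RXRs are needed for LPM identity through the control of chromatin accessibility and transcription.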

Our data also suggest that RXR signalling might be important for lipid and protein-trafficking homeostasis in LPMs and for these cells’ proliferation and survival.

### RXRs do not control the embryonic development of LPMs

Since peritoneal LPMs arise from embryonic precursors that are recruited to the peritoneal cavity before birth, we asked whether RXRs control macrophage development in embryos. The analysis of previously published RNA-sequencing data sets^4^ revealed that *Rxra* was mainly expressed in fetal liver macrophages from E10.5 to E18.5, whereas *Rxrb* was mainly expressed in earlier yolk sac and fetal liver progenitors (Supplementary Fig. 3a). Accordingly, qPCR analysis of purified yolk sac macrophages (CD11b^INT^Ly6C^–^F4/80^HI^), fetal liver macrophages (CD11b^INT^Ly6C^–^F4/80^HI^) and fetal liver monocytes (CD11b^HI^Ly6C^+/–^F4/80^INT^)^37^ confirmed that *Rxra* was expressed in fetal liver macrophages, whereas *Rxrb* was expressed in yolk sac and fetal liver macrophages and monocytes (Supplementary Fig. 3b–c). Absence of RXRs had no effect on yolk sac or fetal liver macrophages at E13.5, E15.5 or E18.5 or on peritoneal LPMs (CD11b^+^F4/80^HI^MHCII^LO^TIM4^+^) at E18.5 (Supplementary Fig. 3d). The recombination efficiency of *Rxra* and *Rxrb* alleles in *LysM*^Cre+^*Rxrab*^fl/fl^ macrophage precursors was low before E18.5 (Supplementary Fig. 3e–f), and we therefore generated *Vav*^Cre+^*Rxrab*^fl/fl^ mice, which show efficient Cre-mediated deletion of loxP-flanked alleles in hematopoietic cells during embryogenesis^38^. *Vav*^Cre+^*Rxrab*^fl/fl^ compared with *Rxrab*^fl/fl^ embryos showed no differences in the frequencies of yolk sac and fetal liver macrophages and peritoneal LPMs (Supplementary Fig. 3g), demonstrating that RXR signalling does not control the embryonic development of peritoneal LPMs.

### RXRs are required for neonatal expansion of LPMs

We next examined whether RXRs control the maintenance of the peritoneal macrophage pool after birth. Most TRMs expand during the first week after birth and are maintained locally through prolonged survival and limited self-renewal^39^. We therefore analysed peritoneal lavage from *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ mice from birth through postnatal day 70. Consistent with previous reports^16^, almost all peritoneal macrophages in newborn mice expressed TIM4, and expanded significantly within the first 24 h of life and increased steadily with age (Fig. 3a). RXR-deficient peritoneal LPM population failed to undergo the neonatal expansion observed in wild-type littermates (Fig. 3a); moreover, this was accompanied by an increase in the number of peritoneal SPMs, which became the predominant phagocyte population in *LysM*^Cre+^*Rxrab*^fl/fl^ mice by 42 days post-birth (Fig. 3b). Failure of RXR-deficient peritoneal LPMs to undergo the proliferation burst in the first days of life was confirmed by flow cytometry analysis of the nuclear proliferation antigen Ki-67 and 5-bromodeoxyuridine (BrdU) incorporation (Fig. 3c–d). This finding was consistent with the strong reduction in cell-cycle genes in RXR-deficient LPMs (Fig. 2a–b and Supplementary Fig. 2a). Validation of these results by qPCR analysis of purified peritoneal LPMs from *LysM*^Cre+^*Rxrab*^fl/fl^ mice revealed upregulation of genes involved in the inhibition of cell-cycle progression (*Klf4* and *Klf6*) and downregulation of the G_1_/S checkpoint gene *Ccnd1* (cyclin D1) during the first day after birth (Fig. 3e). Interestingly, no alterations were observed in peritoneal LPMs of adult *Mx1*^Cre+^*Rxrab*^fl/fl^ mice in which *Rxra* and *Rxrb* were conditionally deleted after the first week of life (Supplementary Fig. 4a–c). These results demonstrate an essential role for RXRs in the regulation of postnatal expansion of peritoneal LPMs.

**Fig. 3:**
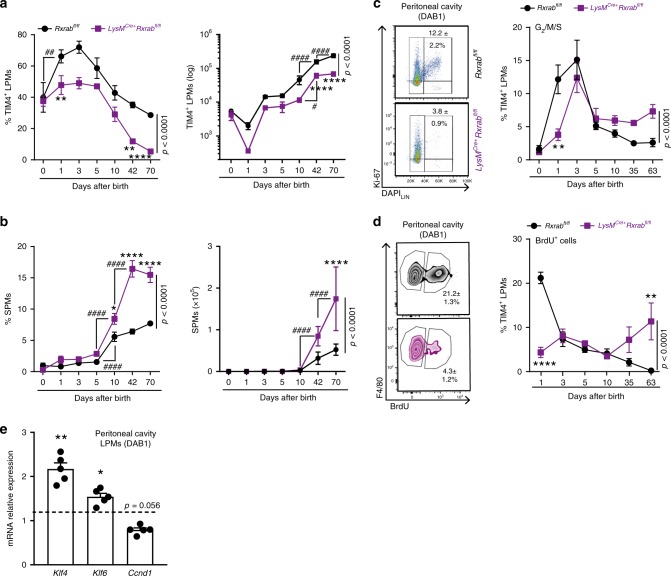
RXRs are required for the neonatal expansion of peritoneal LPMs. **a**–**b** Frequency among CD45^+^ cells and absolute numbers of TIM4^+^ LPMs (**a**) and SPMs (**b**) from peritoneal exudates of *LysM*^Cre+^*Rxrab*^fl/fl^ mice (purple) and *Rxrab*^fl/fl^ mice (black) from the day of birth (0) through postnatal day 70. *n* = 3–17 per genotype and age, pooled from up to three independent experiments per age. **c** Representative dot plots showing Ki-67 and DAPI staining gated on peritoneal TIM4^+^ LPMs, with quantification showing frequencies of proliferating (G_2_/M/S) TIM4^+^ LPMs over time. *n* = 4–9 per genotype and age, pooled from one to two independent experiments per age. **d** Flow cytometry density plots showing BrdU incorporation by TIM4^+^ LPMs after treatment and quantification showing frequencies of TIM4^+^ LPMs with BrdU incorporation. *n* = 3–12 per genotype and age, pooled from up to four independent experiments per age. **e** mRNA expression of cell-cycle-related genes in peritoneal LPMs from DAB1 *LysM*^Cre+^*Rxrab*^fl/fl^ mice. Gene expression is normalized to DAB1 *Rxrab*^fl/fl^ LPMs (dashed line). *n* = 5 per genotype and gene. All data are presented as mean ± SEM; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.001 compared with age-paired *Rxrab*^fl/fl^ mice; ^#^*p* ≤ 0.05, ^##^*p* ≤ 0.01, ^###^*p* ≤ 0.001 and ^####^*p* ≤ 0.001; (**a**–**d**) two-way ANOVA followed by Tukey's multiple comparisons test; and (**e**) unpaired Student’s *t* test. DAB: day after birth. Source data are provided as a Source Data file.

### RXR deficiency leads to lipid accumulation and apoptosis of adult LPMs

Oil-red staining revealed a higher abundance of lipid-filled vacuoles in RXR-deficient peritoneal TIM4^+^ LPMs than in wild-type TIM4^+^ LPMs (Fig. 4a). Increased lipid accumulation was not due to increased uptake, since RXR-deficient peritoneal LPMs downregulated genes involved in cholesterol uptake (*Ldlr*, *Fabp4*, *Fabp5* and *Msr1*) and synthesis (*Cyp26a1*) (Supplementary Fig. 4d) and upregulated genes involved in cholesterol efflux (*Abcc1*, *Abca1*, *Abca9* and *Abcg1*) and lipid metabolism (*Lpl*) (Supplementary Fig. 4d). The upregulated genes in RXR-deficient peritoneal LPMs also included an enriched profile of lysosomal-related transcripts, including structural genes (*Lamp1*), hydrolases (*Ctsb*, *Ctsc*, *Ctsl* and *Naaa*), protein pumps required for lysosome acidification (*Atp6ap1*, *Atp6v1c1*, *Atp6ap2* and *Ap2m1*), molecules involved in phagosome maturation (*Tlr4*, *Rab11fip5* and *Rab11a*), sortin nexins implicated in lysosome transport of apoptotic cells^40^ (*Snx2*, *Snx5*, *Snx6* and *Snx13*), and the negative autophagy regulator *Tbc1d14*^41^ (Fig. 4b). Consistent with these findings, staining with LysoTracker (LT), a fluorescent weak amine that accumulates in lysosomes and autolysosomes, detected highly abundant acidic vesicular organelles in TIM4^+^ LPMs from *LysM*^Cre+^*Rxrab*^fl/fl^ mice (Supplementary Fig. 4e). Imaging of sorted peritoneal macrophages revealed two classes of acidic lysosomes in RXR-deficient TIM4^+^ LPMs: presumably lipophagic vesicles staining positively for BODIPY and LT (Fig. 4c, panel 2 and Supplementary Fig. 4f) and larger vesicles with an acidic ring surrounding a central core of neutral lipids (Fig. 4c, panel 3 and Supplementary Fig. 4f), likely derived from phagocytized cell bodies^42^. Furthermore, flow cytometry analysis of cells from neonatal and adult *LysM*^Cre+^*Rxrab*^fl/fl^ mice revealed a progressive accumulation of LT-BD-double-stained peritoneal TIM4^+^ LPMs with age (Fig. 4d).

**Fig. 4:**
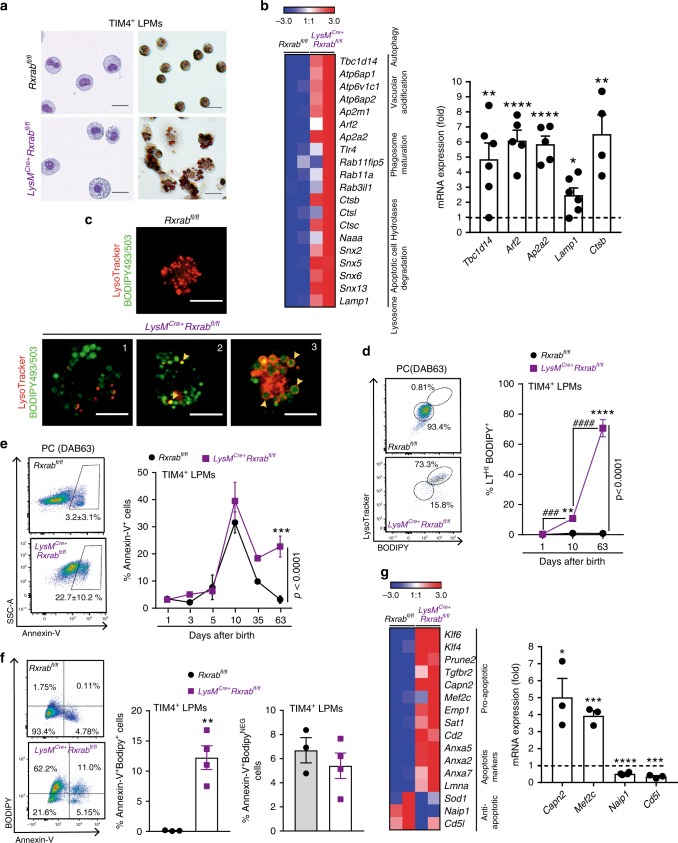
RXR deficiency leads to lipid accumulation and apoptosis of peritoneal TIM4^+^ LPMs in adult mice. **a** Representative May–Grünwald–Giemsa cytospins of sorted TIM4^+^ LPMs (left), and Oil Red O stained TIM4^+^ LPMs (right) from 9-week-old *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ mice. Scale bars: 20 μm (May–Grünwald–Giemsa) and 10 μm (Oil Red O). **b** Heatmap showing normalized log2 FC in the expression of protein transport-related genes in adult *LysM*^Cre+^*Rxra*^fl/fl^ and *Rxra*^fl/fl^ LPMs (left), and qPCR analysis of *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ LPMs (right). *n* = 4–6 per genotype and gene. **c** Confocal images showing overlaid channels for LysoTracker (red) and BODIPY493/503 (green) from sorted and cultured TIM4^+^ LPMs from adult *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ mice (see also Supplementary Fig. 4f). Panels show a representative image of *Rxrab*^fl/fl^ LPMs and three representative fields of view of *LysM*^Cre+^*Rxrab*^fl/fl^ TIM4^+^ LPMs: (1) cells with non-acidic lipid vesicles; (2) cells with lipid and lysosome markers overlapped (yellow arrowhead); and (3) cells with a central lipid core surrounded by an acidic ring (yellow arrowheads). Scale bar = 10 μm. **d** Flow cytometry dot plots showing BODIPY493/503 and LysoTracker (LT) staining gated on TIM4^+^ LPMs (left), and the percentage of double-positive LT^HI^BODIPY^+^ TIM4^+^ LPMs from *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ mice (right). *n* = 4–8 per genotype and age, pooled from one to two independent experiments per age. **e** Flow cytometry dot plots showing Annexin-V staining gated on TIM4^+^ LPMs (left), and frequency quantification of apoptotic TIM4^+^ LPMs (right) in *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ mice. *n* = 3–9 per genotype and age, pooled from up to three independent experiments per age. **f** Flow cytometry dot plots showing Annexin-V and BODIPY493/503 staining gated on TIM4^+^ LPMs (left), and frequency quantification of lipid-loaded and lipid-free apoptotic TIM4^+^ LPMs (right) in adult *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ mice. *n* = 3–4 per genotype, representative of four independent experiments. **g** Heatmap showing normalized log2 FC in the expression of apoptosis-associated genes in adult *LysM*^Cre+^*Rxra*^fl/fl^ and *Rxra*^fl/fl^ LPMs (left), and qPCR analysis of *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ LPMs (right). *n* = 3–4 per genotype and gene. qPCR data are presented as gene expression in *LysM*^Cre+^*Rxrab*^fl/fl^ normalized to *Rxrab*^fl/fl^ LPMs (dashed line). All data are presented as mean ± SEM; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001; (**d** and **e**) two-way ANOVA and (**b**, **f** and **g**) unpaired Student’s *t* test. Source data are provided as a Source Data file.

The lipid cargo of macrophages influences their phenotype, and excessive lipid loading has been linked to impaired cell survival, often caused by endoplasmic reticulum stress and lysosome dysfunction^43,44^. Consistent with this observation, Annexin-V^+^ cells were significantly increased in lipid-loaded cells of RXR-deficient TIM4^+^ LPMs from adult mice (Fig. 4e–f). Apoptosis induction correlated with transcript upregulation of pro-apoptotic genes (*Capn2* and *Mef2c*) and downregulation of the antiapoptotic gene mRNA programme (*Naip-1* and *Cd5l*) in RXR-deficient peritoneal LPMs from adult mice (Fig. 4g). Together, these results indicate that absence of RXRs leads to progressive lipid accumulation in serous TIM4^+^ LPMs, resulting in LPM death through apoptosis.

### Peritoneal macrophages promote ovarian cancer progression

Ovarian cancer is the most lethal gynaecological disease in women, with ~300,000 new diagnoses worldwide in 2018 and an overall survival rate of <40%^45^. While the prognosis for most solid tumours has improved, treatment of epithelial ovarian cancer has advanced little, remaining based on surgery, hormone therapy and chemotherapy, with only one major new treatment introduced in the last 30 years^46^. An in-depth understanding of the cellular and molecular mechanisms of ovarian cancer progression are crucial to overcoming this life-threatening disease.

Intracelomic migration of serous macrophages into solid organs has been shown to contribute to wound healing and tissue remodelling^47^. Since tissue remodelling can also contribute to cancer progression, we examined whether peritoneal LPMs play a role in the early stages of ovarian cancer progression. We induced ovarian cancer in an orthotopic syngeneic model by injecting Upk10 ovarian cancer cells into the ovarian bursa of immunocompetent C57BL/6 mice^48^ (Supplementary Fig. 5a). Upk10 cells derive from advanced murine ovarian tumours with concurrent ablation of p53 and activation of oncogenic K-ras^48^. As previously described, this tumour model recapitulates the immune populations and cytokine milieu of human tumours^48^. Primary ovarian solid tumours were palpable 3 weeks post-Upk10 injection (Supplementary Fig. 5b). Flow cytometry analysis of tumour-infiltrating leukocytes within the primary ovarian tumour revealed a progressive accumulation of CD45+ leukocytes (Supplementary Fig. 5c). The main myeloid cell population that accumulate in early ovarian tumours (2–3 weeks) were CD11b^+^F4/80^+^ macrophages (Supplementary Fig. 5c). Ovarian tumours in wild-type mice had an elevated content of F4/80^+^GATA-6^+^ and F4/80^+^GATA-6^–^ macrophages, whereas healthy ovaries contained only F4/80^+^GATA-6^–^ macrophages (Supplementary Fig. 6a), a finding confirmed by confocal microscopy (Supplementary Fig. 6b). The expression of GATA-6 in F4/80^+^ macrophages strongly supported their peritoneal identity, which was further confirmed by their expression of the peritoneal LPM-specific marker CD102 (Supplementary Fig. 6c). We analysed primary ovarian tumours in *LysM*^Cre+^*Rxrab*^fl/fl^ and *LysM*^Cre+^*Rxrab*^fl/fl^ mice 24 days after Upk10 intrabursal inoculation (Fig. 5a). Strikingly, ovarian tumour progression was markedly delayed in *LysM*^Cre+^*Rxrab*^fl/fl^ mice compared with their control littermates (Fig. 5a–c). Tumour growth delay in *LysM*^Cre+^*Rxrab*^fl/fl^ mice was associated with a marked reduction in the numbers of tumour-infiltrating F4/80^+^GATA-6^+^ macrophages (Fig. 5d–f and Supplementary Fig. 6d), whereas no differences from control littermates were observed neither in the frequency of tumour-infiltrating F4/80^+^GATA-6^–^ macrophages (Supplementary Fig. 6e) nor in macrophages within ovaries from naïve *LysM*^Cre+^*Rxrab*^fl/fl^ mice (Supplementary Fig. 6f). Neutrophils and monocytes were unlike to contribute to the phenotype observed in *LysM*^Cre+^*Rxrab*^fl/fl^ mice due to the lack of expression of RXRα in these populations^27,49^. However, since monocyte-derived macrophages express RXRα (Supplementary Fig. 6g-h), a functional role for these cells cannot be excluded. These results provide the first evidence that peritoneal LPMs infiltrate ovarian tumours and contribute to tumour progression, and further suggest that immunomodulation of RXR-dependent peritoneal LPMs offers a potential therapeutic strategy for ovarian cancer.

**Fig. 5:**
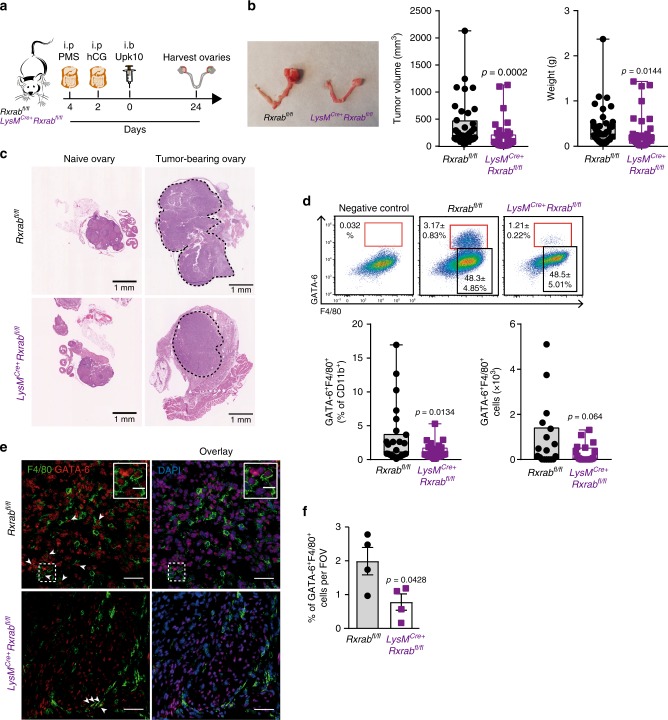
Peritoneal macrophages invade early ovarian tumour lesions and promote ovarian cancer progression. **a** Experimental design of the orthotopic model for Upk10 ovarian tumours. i.p. intraperitoneal; i.b. intrabursal; PMS pregnant mare serum gonadotropin; hCG human chorionic gonadotropin; Upk10 mouse ovarian tumour cell line. **b** Representative image of ovarian tumours (left) and quantification of primary ovarian tumour size and weight (right) in *Rxrab*^fl/fl^ and *LysM*^Cre+^*Rxrab*^fl/fl^ mice. Data are presented as median (lower-upper quartiles and minimum and maximum values). *n* = 37–39 per genotype, pooled from seven independent experiments. **c** Hematoxylin and eosin staining of naïve and tumour-bearing ovaries in the same mice as in (**b**). Scale bar = 1 mm. Dotted lines delimit the tumour border. **d** Flow cytometry analysis of GATA-6^+^F4/80^+^ macrophages (red box gate) in primary ovarian tumours (top). Frequency of GATA-6^+^F4/80^+^ macrophages gated as CD45^+^Upk10^-^B220^-^Ly6G^-^CD3^-^CD11b^+^ cells (bottom, see also Supplementary Fig. 6d). Negative control shows non-specific staining with the secondary antibody for GATA-6. Data are presented as median (lower-upper quartiles and min-max values). *n* = 18–27 per genotype, pooled from four independent experiments. **e** Immunofluorescence staining for GATA-6 (red), F4/80 (green) and DAPI (blue) on frozen tumour sections from the same mice as in (**b**). Scale bars: 100 and 10 μm for insets (white squares). Data are representative of four animals per genotype. **f** Quantification of GATA-6^+^ F4/80^+^ cells in the images in (**e**). Data are presented as mean ± SEM. *n* = 4 per genotype. *p ≤ 0.05; ****p ≤ 0.0001; (**b**) Mann–Whitney *U* test, (**d**) generalised lineal model with gamma distribution and (**f**) unpaired Student’s *t* test. Source data are provided as a Source Data file.

## Discussion

Although TRMs are known to persist in tissues for prolonged periods, the mechanisms that promote the homeostasis and maintenance of these cells remain unclear. Here, we found that the nuclear receptors RXRα and RXRβ control LPMs in both the peritoneal and pleural cavities. For technical reasons, our analysis focused principally on RXR-dependent LPM regulation in the peritoneal cavity. We demonstrated that RXRα and RXRβ play a key role in the expansion and maintenance of LPMs through their ability to control LPM proliferation in the postnatal period and LPM lipid metabolism and survival during adulthood. We also demonstrate for the first time that RXR-dependent peritoneal LPMs infiltrate early ovarian tumours and contribute to tumour progression.

RXRs can act as self-sufficient homodimers but also form obligate heterodimers with other nuclear receptors, including RARs (retinoic acid receptors)^23^. Using ATAC-seq profiling, we identified here an enrichment in chromatin motifs known to bind both RAR/RXR and RXR homodimers (DR5 and DR1 elements, respectively)^23^ in WT but not RXR-deficient peritoneal LPMs, suggesting direct binding of RXRs to specific genes. 

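Among the 747 regions with a higher and the 382 with a lower summit pileup in Rxrab fl/fl (limma), a choice made after the values had been seen, DR5 elements were found in 6 and 0 regions (two-sided Fisher's exact test over regions, adjusted p = 0.128) and DR1 elements in 5 and 1 (adjusted p = 0.670). When peaks were reduced to 100 bp either side of the summit before merging, 3 of 249 regions called only in Rxrab fl/fl held a DR5 element and 3 a DR1 element, against 9 and 14 of 16138 called only in LysMCre+ Rxrab fl/fl (adjusted p = 0.00138 and 0.00336).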

Wt1+ stroma have been recently demonstrated to secrete retinoic acid metabolites that sustains LPM identity^29,30^. In our studies, we show that a large number of genes downregulated upon RXR lost are dependent on retinoic acid signalling. These findings suggest that RXRs control retinoic acid-mediated transcriptional regulation of LPMs through heterodimerization with RAR and that other RXR heterodimers and/or RXR homodimers might control specific functional programmes of LPMs, either collaboratively or independently.

TRMs develop in the embryo, undergo a burst of proliferation post birth and survive locally for prolonged periods during adulthood through slow self-renewal^39,50^. Postnatal TRM survival in most tissues is controlled by CSF-1 and its receptor (CSF-1R)^51–54^. However, the signals that regulate proliferation at neonatal stages are unknown. We demonstrate here that RXRs do not control the differentiation of peritoneal LPMs in embryos, but that the absence of RXRs dramatically impairs postnatal LPM expansion, resulting in a severely reduced LPM pool in the serous cavities. Our data support the relevance of RXR-dependent local proliferation during the first hours of life, since perinatal impaired proliferation is sufficient to reduce the pool of embryo-derived peritoneal macrophages throughout the life of *LysM*^Cre+^*Rxrab*^fl/fl^ mice. Supporting this conclusion, adult *Mx1Cre*^Cre+^*Rxrab*^fl/fl^ mice showed no alterations in peritoneal cavity LPM content. Although we found that peritoneal LPMs from adult *LysM*^Cre+^*Rxrab*^fl/fl^ mice had an elevated proliferation rate, LPMs remained absent from adult serous cavities. Our results show that RXR deficiency increases lipotoxicity and susceptibility to apoptotic cell death in peritoneal LPMs expressing the phagocytic receptor TIM4^55^, suggesting that lipid accumulation in these cells might be linked to defective processing of apoptotic cargo^56,57^.

Ovarian cancer is one of the most common gynaecologic cancers that has the highest mortality rate^45^. There are a number of ongoing clinical trials in ovarian cancer, including PARP inhibitors, which target tumours’ DNA repair capabilities^58^. However, new strategies are needed to improve ovarian cancer care and patient survival. Interestingly, a recent study has demonstrated that peritoneal-resident macrophages facilitate tumour progression through their ability to increase itaconate production in cancer cells^59^. Our finding that peritoneal LPMs infiltrate early mouse ovarian cancer lesions indicate a resemblance to tumour-associated macrophages (TAMs) described in human ovarian tumours, which express high levels of mouse LPM-specific markers, including GATA-6, ADGRE1 (F4/80), TIMD4 and RXRα^60^. These results are in line with a recent study showing that peritoneal resident macrophages transmigrate into injured livers to promote tissue repair^47^, demonstrating that peritoneal resident macrophages are not stationary and can rapidly move to neighbouring tissues in pathological or pre-malignant conditions. The markedly reduced ovarian tumour progression in mice with myeloid RXR deletion has important implications for future clinical strategies in ovarian cancer. In summary, our results identify RXRs as key regulators of serous macrophage expansion in the neonatal phase and their subsequent maintenance, and suggests that modulation of RXR-dependent LPMs might delay ovarian cancer progression.

## Methods

### Mice

All the animals used in this study were on the C57BL/6 background. Mice were housed at 2–5 animals per cage with a 12-h light/dark cycle (lights on from 07:00 to 19:00 hrs) at constant temperature (23 °C) with ad libitum access to food and water. *LysM*^Cre^*Rxra*^fl/fl^^24^ and Mx1^Cre^Rxra^fl/fl^Rxrb^fl/fl^^25^ mice were previously generated. To conditionally ablate *Rxra* and *Rxrb* we crossed *LysM*^Cre^ or *Vav*^Cre^^38^ mice with mice carrying *Rxra*^fl/fl^ and *Rxrb*^fl/fl^^28,61^. The heterozygous offspring containing lox-P-targeted *Rxra* (*Rxra*^fl/+^) and *Rxrb* (*Rxrb*^fl/+^) genes, and the Cre transgene (*LysM*^Cre^*Rxra*^fl/+^*Rxrb*^fl/+^ or *Vav*^Cre^*Rxra*^fl/+^*Rxrb*^fl/+^) were then crossed with *Rxra*^fl/fl^*Rxrb*^fl/fl^ mice to generate mice homozygous for the *Rxra* and *Rxrb* floxed alleles: *LysM*^Cre+^*Rxra*^fl/fl^*Rxrb*^fl/fl^ (*LysM*^Cre+^*Rxrab*^fl/fl^) or *Vav*^Cre+^*Rxra*^fl/fl^*Rxrb*^fl/fl^ (*Vav*^Cre+^*Rxrab*^fl/fl^). Their *LysM*^Cre-^*Rxra*^fl/fl^*Rxrb*^fl/fl^ or *Vav*^Cre-^*Rxra*^fl/fl^*Rxrb*^fl/fl^ littermates were used as controls (*Rxrab*^fl/fl^). Mice were genotyped by PCR using the following primers: P1 and P2 for *Rxrα* (800 pb); XO141 and WS55 for *Rxrb* (270 pb)^25^; Cre1 and Cre2 for Cre (450 pb). Primer sequences are provided in Supplementary Table 5. To assess the efficiency and specificity of Cre-mediated recombination in macrophages we crossed the *LysM*^Cre^ strain to ROSA26-flox-stop-flox-EYFP reporter (ROSA-EYFP) mice^62^. Male and female mice were studied from E13.5 to 70 days of age. In studies using DAB0 pups, 2 mg progesterone (Sigma) was i.p. injected to pregnant females at E17.5 and E18.5. At 19.5, pregnant mice were euthanized and fetuses were obtained by C-section. Before tissue harvest, adult animals were killed by carbon dioxide (CO_2_) asphyxiation, pregnant females by cervical dislocation and embryos and neonates by decapitation. All experiments were performed according to local ethical guidelines and were approved by the Animal Subjects Committee of the Instituto de Salud Carlos III (Madrid, Spain) in accordance with EU Directive 86/609/EEC, or by IACUC at Icahn School of Medicine at Mount Sinai in accordance with NIH guidelines.

### Cell isolation

Cell suspensions were enriched from peritoneal and pleural lavage, lung, liver, small intestine, brain, spleen, ovaries, yolk sac and fetal liver. For the ovarian tumour model, we induced estrus synchronization by i.p. injection of 5U pregnant mare serum gonadotropin (PMSG) and 5U of human chorionic gonadotropin (hGC) 96 and 48 h prior to Upk10 injection, respectively. Peritoneal and pleural cavities from adult mice were washed with 10 and 2 mL of sterile PBS 1X, respectively. In E18.5 embryos and DAB1-10 neonates, the peritoneal cavity was washed with 1 mL of sterile PBS 1× and recovered by massaging the abdominal cavity surface. Yolk sac and fetal liver were chopped finely and digested with 1 mL of 0.1 mg/mL collagenase type IV (Sigma) at 37 °C for 30 min (yolk sac) or 5 min (fetal liver). For lungs, brain, spleen, liver and ovaries, mice were perfused with 20 mL of cold sterile PBS 1X through the left ventricle. Lungs were digested with 0.8 mg/mL collagenase type IV (Sigma) at 37 °C for 30 min. Brains were triturated using a scalpel and then digested with 1 mL of 4 mg/mL papaine (Worthington) at 37 °C for 30 min. Spleens were smashed using a 100 µM nylon filter. Livers were digested with 0.8 mg/mL of liberase (Roche) at 37 °C for 30 min. Digested livers were centrifuged at 50 × *g* for 3 min and supernatants were resuspended in 40% Percoll and centrifuged at 800 × *g* for 20 min without acceleration nor break. Ovaries were chopped finely and digested with 1 mL of 0.1 mg/mL collagenase type IV (Sigma) at 37 °C for 30 min. DNase I (Sigma) was added to all the digestions at 0.2 mg/mL. All tissues were passed through a 100 µM nylon filter and in those tissues with remaining blood depots, red blood cells were lysed using 1× RBC Lysis Buffer (eBioscience).

### Flow cytometry and cell sorting

Cell suspensions were prepared as described above. Cells (up to 5 × 10^6^) were blocked using anti-CD16/32 (BioLegend) and thereafter stained with appropriate antibodies. A full list of antibodies and gating strategies are provided in Supplementary Tables 3 and 4, respectively. To measure Ki-67 profile cells were fixed and permeabilized according to the Foxp3 staining buffer set (ThermoScientific) and incubated with a Ki-67 antibody (Biolegend) and DAPI. To measure BrdU incorporation in proliferating cells, BrdU (BD Biosciences) was i.p. injected in mice: 1 mg of BrdU (adult mice) or 0.1 mg (for neonates). Two hours later peritoneal lavages were obtained and cells were fixed and permeabilized. BrdU staining was performed following the FITC BrdU flow kit instruction manual (BD Biosciences). To study apoptosis, cells were labelled with Annexin-V antibody (Biolegend) in Annexin-V buffer (BD Biosciences). After washing, cells were stained with DAPI and analysed by FACS within 1 h after the labelling. For Lysotracker and Bodipy staining, unfixed cells were incubated in RPMI media containing 10% fetal bovine serum (FBS), 1% antibiotics (Pen/Strep) and 70 nM LysoTracker (Invitrogen) in the dark at 37 °C for 1 h. Cells were washed twice with PBS 1×. Cells were incubated with 1:2000 BODIPY493/503 (Thermo) for 20 min and washed twice with PBS 1×. Flow cytometry was performed using Fortessa (BD, Biosciences), Canto 3 L (BD, Biosciences) or SP6800 Spectral Analyzer (SONY) and data were analysed using FlowJo 10.4.2 Software. For sorting, we used an ARIA SORT (BD, Biosciences) or a customised SY3200 Cell Sorting (SONY).

### t-SNE analysis

FCS files from four *LysM*^Cre+^*Rxrab*^fl/fl^ and five *Rxrab*^fl/fl^ mice were processed using AP-workflow^63^ an automated pipeline for the analysis and visualization of high-dimensional flow cytometry data. The specified surface markers included in the staining panel (CD45, B220, CD11b, F4/80, MHCII and TIM4) were used for t-Distributed Stochastic Neighbour Embedding (t-SNE) dimensionality reduction after automatic biexponential transformation of compensated channels. Leukocytes from *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ samples were processed together (≈1 million). Subpopulations were manually gated from t-SNE maps with FlowJo software (FlowJo, Ashland, OR). MATLAB R2017b (The MathWorks Inc., Natick, MA) was used to render t-SNE maps overlaid with marker expression levels. t-SNE maps coloured by subpopulation were depicted for *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ mice separately using transparency to include density information within the representation.

### Quantitative real time PCR (Q-PCR)

Total RNA was isolated using Trizol (Sigma) and Max Extract High Density tubes (Qiagen). Transcripts were quantified using the system AB7900-FAST-384 with a two-step reverse-transcription qPCR process. Gene expression values were normalized to housekeeping genes *36b4* and *cyclophilin* and expressed as relative mRNA levels or fold changes compared with littermate controls. Data were analysed using qBASE (Biogazelle). Primer sequences are provided in Supplementary Table 5.

### RNA-sequencing processing and analysis

LPMs were double-sorted in phenol-red free DMEM, 0.1% azide, 10 mM HEPES and 2% FCS, which resulted in a 99% pure LPM population. Cells were lysed in RLT buffer and RNA was extracted according to the protocol provided by the RNeasy Mini Kit (Qiagen, USA). cDNA synthesis and library preparation were performed using the SMART-Seq v4 Ultra Low Input RNA Kit and Low Input Library Prep Kit v2 (Clontech), respectively. Sequencing was performed using the Illumina NextSeq-500 system. Transcript abundances were quantified with the Ensembl GRCh38 cDNA reference using Kallisto version 0.43.0. Transcript abundances were summarized to gene level using tximport. The expression matrix was filtered for only transcripts with greater than 5 TPM in replicates. Only genes with at least 1 count per million in the two replicates were considered for statistical analysis. Differential expression statistics between different macrophage subsets were generated using limma with TMM normalization. Genes with a Benjamini–Hochberg adjusted *p* value <0.05 and a cut-off of 0.6 in logFC were considered differentially expressed (DEGs). GO term enrichment was performed using PANTHER (ontology: biological process) and Gene Set Enrichment Analysis (GSEA) software. For PANTHER analysis Bonferroni correction was applied. Heatmaps were built and normalized using Genesis 1.7.6.

### Oil red O staining

Cultured cells were washed twice with PBS 1× and fixed with paraformaldehyde 4%. Cells were washed with isopropanol 60% and let dry. Preparations were incubated with oil red for 15 min at RT and washed with distilled water. Finally, slides were incubated for 30 s in hematoxylin and washed with distilled water. Images were acquired using an Olympus microscope with X40 maginification objective and analysed with Fiji Imaje J Software.

### Chromatin profiling by assay for transposase-accessible chromatin with sequencing (ATAC-Seq)

Epigenomic profiling of chromatin accessibility was assessed by ATAC-seq as described by Buenrostro et al^64^. Briefly, 40,000 sorted peritoneal LPMs per replicate were centrifuged at 500 × *g* for 20 min at 4 °C. Cells were lysed with lysis buffers (10 mM Tris-HCl pH 7.4, 10 mM MgCl2, 0.1% IGEPAL CA-630). Transposase reaction was performed incubating the isolated nuclei with 2.5 mL per sample of Tn5 from the Nextera DNA Library Preparation Kit (Illumina) for 30 min at 37 °C. Transposed DNA was purified with the ChIP DNA Clean & Concentrator kit (Zymo) according to manufacturer's instructions. PCR amplification and barcoding were done with the primers described in Supplementary Table 5. Each PCR reaction included 11 μL NEB 2 × PCR Mix (New England Biolabs), 10 μL of transposed DNA, 0.5 μL of primer Ad_ no Mx (forward) and 1 × 0.5 μL of of barcoded reverse primer (Ad_2.1 to Ad_2.4). PCR conditions were as follows: 72 °C for 5 min, 98 °C for 30 s, 5 cycles of 98 °C for 10 s, 63 °C for 30 s, 72 °C for 1 min, followed by 4 °C next to final 5th cycle. After first PCR DNA was size selected with 0.5X volume SPRI beads (Agencourt AMPure, Beckman Coulter) and cleaned up with 2X SPRI beads. Second PCR with same set of primers was done as follows: 98 °C for 30 s, followed by 6–9 cycles of 98 °C for 10 s, 63 °C for 30 s, 72 °C for 1 min. Each sample was amplified for a total of 11–14 cycles. Libraries were purified with SPRI beads, and concentration was measured by the Qbit dsDNA HS Assay kit (ThermoFischer Scientific) and fragment profiles were analysed with the Bioanalyzer DNA High Sensitivity Kit (Agilent). Libraries were sequenced on 2 × 50 HiSeq 3000 (Illumina) and with an average of 25 million paired-end reads per sample.

### ATAC-seq processing and analysis

Cutadapt v1.7.1 was used to trim adaptors (http://journal.embnet.org/index.php/embnetjournal/article/view/200). Trimmed paired-end reads were aligned to the mm10 mouse reference genome using Bowtie2 v4.1.2^65^ with settings -X 2000 -very-sensitive in paired-end mode. Duplicates were marked with PICARD tools (http://picard.sourceforge.net). Reads were subsequently filtered for alignment quality (>Q30) and were required to be properly paired. Duplicates and reads mapping to the mitochondria, unmapped contigs or chromosomes X and Y were removed. Secondary alignments were not considered. ATAC-seq peaks were called using MACS2 v2.1.1^66^ with parameters -nomodel -shift 100 -extsize 200 -keep-dup all -q 0.05. Peaks falling within mouse mm10 ENCODE blacklisted regions (http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/mm10-mouse) were discarded using bedtools v2.24.0 intersect. A consensus peak set of peaks detected in at least two samples was generated using function dba.counts from DiffBind R package v2.6.6 (http://bioconductor.org/packages/release/bioc/htmL/DiffBind.htmL). EdgeR v3.20.9^67^ was used to perform a differential accessibility analysis on the set of consensus peaks using DiffBind functions (dba.analyze). *Rxrab*^fl/fl^ LPM-increased chromatin accesibility regions were defined by log2 fold change in read density >1 and FDR < 0.05. Conversely, *Ly*sM^Cre+^*Rxrab*^fl/fl^ LPM-increased chromatin accessibility regions were defined by log2 fold change <−1 and FDR < 0.05. Differentially accessible peaks were associated to the gene with the nearest TSS using command annotatePeaks.pl from the HOMER v4.10.3^68^ package. UCSC genome browser was used for visualization of ATAC-seq reads in selected genomic regions. Transcription factor motif enrichment analyses for genomic regions showing differential accessibility were performed using HOMER command findMotifsGenome.pl. *Ly*sM^Cre+^*Rxrab*^fl/fl^ peaks with increased accessibility were compared to *Rxrab*^fl/fl^ LPM-specific peaks and vice versa.

### Ovarian tumour induction and analysis

Eight to ten-week-old C57BL/6 or *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ female mice, were i.p. injected with 5U of PMSG. Forty-eight hours later, the animals were i.p. injected with 5U of hGC. Thirty-six hours later mice were anesthetized with ketamine/xilacine and 50,000 Upk10 carcinoma cells were injected intrabursally in the left ovary. Upk10 cells were kept in RPMI + 10%FBS + 1% P/S, and injected when reached 70% of confluence. Upk10 cells were derived from primary murine ovarian tumours and kindly donated by Dr Conejo-Garcia (Moffitt Cancer Center, Florida, USA). Upk10 cells were tested mycoplasma negative. C57BL/6 mice were sacrificed 2, 3, 4 or 5 weeks after the Upk10 intrabursal inoculation for tumour growth and leukocyte infiltration monitoring. *LysM*^Cre+^*Rxrab*^fl/fl^ and *Rxrab*^fl/fl^ mice were sacrificed 24 days post-tumoral cell injection. Both ovaries were harvested, and primary ovarian tumours were weighted and measured in three different axis with a caliper for volume calculation using the formula V = π/6 × L × W × H (V: volume, L: length, W: width, H: height). For flow cytometry analysis primary ovarian tumour cell suspensions were obtained and stained as described above. For histopathologic analysis primary ovarian tumours were fixed overnight with paraformaldehyde 4%. Tissues were dehydrated in ethanol 70% and included in paraffin for sectioning. Preparations were stained with H&E. Pictures from tissue sections were scanned using NanoZoomer-2.0RS C110730® visualized in NDP.2 viewer.

### Immunofluorescence

Ovarian tumours were washed with PBS 1X, infused overnight in 5% sucrose, and frozen in OCT. Tumours were maintained at −80 °C and cut by cryostat sectioning into 8-µm slices. The slices were stored at −20 °C, defrosted at RT, and washed three times with PBS 1X. Then, the samples were permeabilized with 0.3% TRITON 100X and 2% bovine serum albumin for 10 min, blocked with 5% goat serum (Jackson ImmunoResearch) for 1 h, labelled with anti-GATA-6 Rabbit mAb (Cell signalling #5851) and anti-F4/80 (CI:A3-1, #ab6640) overnight at 4 °C, labelled  with a secondary antibody (goat anti-rabbit AF647) for 1 h at 4 °C, and mounted with Fluromont G mounting media (Southern Biotech). LysoTracker/BODIPY-stained cells were directly imaged using µ-slide eight-well chambers (IBIDI). Images were taken with a Nikon A1R confocal microscope (Nikon) and analysed with Fiji Image J Software.

### Statistical analysis

All experiments were performed at least twice. Results were statistically analysed with GraphPad Prism 7 using an analysis of variance (ANOVA) test, Mann–Whitney *U* test, or Student’s *t* test. For all graphical analyses, mean values and S.E.M values were included. For flow cytometry analysis of GATA-6^+^F4/80^+^ macrophages in ovarian tumours we fitted a generalised lineal model with gamma distribution. We used Grubbsʼ test (GraphPad) to determine significant outliers. A *p* value of ≤0.05 was considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Data supporting the findings of this study are available within the paper and its Supplementary Information files. The source data underlying all figures are provided as a Source Data file, and are further available from the authors upon reasonable request. RNA-Seq and ATAC-Seq data are deposited in GEO; accession number GSE129095 and GSE129414, respectively.

## Source Data

Source Data

## References

[1] Bonnardel J, Guilliams M (2018). Developmental control of macrophage function. Curr. Opin. Immunol..

[2] Lavin Y, Mortha A, Rahman A, Merad M (2015). Regulation of macrophage development and function in peripheral tissues. Nat. Rev. Immunol..

[3] Davies LC (2013). Distinct bone marrow-derived and tissue-resident macrophage lineages proliferate at key stages during inflammation. Nat. Commun..

[4] Mass E (2016). Specification of tissue-resident macrophages during organogenesis. Science.

[5] AG N (2013). The nuclear receptor LXRalpha controls the functional specialization of splenic macrophages. Nat. Immunol..

[6] Gautier EL (2012). Systemic analysis of PPARgamma in mouse macrophage populations reveals marked diversity in expression with critical roles in resolution of inflammation and airway immunity. J. Immunol..

[7] Kohyama M (2009). Role for Spi-C in the development of red pulp macrophages and splenic iron homeostasis. Nature.

[8] Bain CC, Jenkins SJ (2018). The biology of serous cavity macrophages. Cell Immunol..

[9] Ghosn EE (2010). Two physically, functionally, and developmentally distinct peritoneal macrophage subsets. Proc. Natl Acad. Sci. USA.

[10] Roberts AW (2017). Tissue-resident macrophages are locally programmed for silent clearance of apoptotic cells. Immunity.

[11] Okabe Y, Medzhitov R (2014). Tissue-specific signals control reversible program of localization and functional polarization of macrophages. Cell.

[12] Takenaka E, Van VoA, Yamashita-Kanemaru Y, Shibuya A, Shibuya K (2018). Selective DNAM-1 expression on small peritoneal macrophages contributes to CD4(+) T cell costimulation. Sci. Rep..

[13] Hashimoto D (2013). Tissue-resident macrophages self-maintain locally throughout adult life with minimal contribution from circulating monocytes. Immunity.

[14] Yona S (2013). Fate mapping reveals origins and dynamics of monocytes and tissue macrophages under homeostasis. Immunity.

[15] Sheng J, Ruedl C, Karjalainen K (2015). Most tissue-resident macrophages except microglia are derived from fetal hematopoietic stem cells. Immunity.

[16] Bain CC (2016). Long-lived self-renewing bone marrow-derived macrophages displace embryo-derived cells to inhabit adult serous cavities. Nat. Commun..

[17] Liu Z (2019). Fate mapping via Ms4a3-expression history traces monocyte-derived cells. Cell.

[18] Rosas M (2014). The transcription factor Gata6 links tissue macrophage phenotype and proliferative renewal. Science.

[19] Gautier EL (2014). Gata6 regulates aspartoacylase expression in resident peritoneal macrophages and controls their survival. J. Exp. Med..

[20] Kim KW (2016). MHC II+ resident peritoneal and pleural macrophages rely on IRF4 for development from circulating monocytes. J. Exp. Med..

[21] Dawson MI, Xia Z (2012). The retinoid X receptors and their ligands. Biochim Biophysic Acta.

[22] Rőszer, T., Menendez-Gutierrez, M. P., Cedenilla, M., Ricote, M. & Retinoid, X receptors in macrophage biology. *Trends Endocrinol. Metab*. 460–468 (2013).10.1016/j.tem.2013.04.00423701753

[23] Lefebvre P, Benomar Y, Staels B (2010). Retinoid X receptors: common heterodimerization partners with distinct functions. Trends Endocrinol. Metab..

[24] Nunez V (2010). Retinoid X receptor alpha controls innate inflammatory responses through the up-regulation of chemokine expression. Proc. Natl Acad. Sci. USA.

[25] Menendez-Gutierrez MP (2015). Retinoid X receptors orchestrate osteoclast differentiation and postnatal bone remodeling. J. Clin. Invest..

[26] Rőszer T (2011). Autoimmune kidney disease and impaired engulfment of apoptotic cells in mice with macrophage peroxisome proliferator-activated receptor gamma or retinoid X receptor alpha deficiency. J. Immunol..

[27] Lavin Y (2014). Tissue-resident macrophage enhancer landscapes are shaped by the local microenvironment. Cell.

[28] Ricote M (2006). Normal hematopoiesis after conditional targeting of RXRalpha in murine hematopoietic stem/progenitor cells. J. Leukoc. Biol..

[29] Gosselin D (2014). Environment drives selection and function of enhancers controlling tissue-specific macrophage identities. Cell.

[30] Buechler MB (2019). A stromal niche defined by expression of the transcription factor WT1 mediates programming and homeostasis of cavity-resident macrophages. Immunity.

[31] Cassado Ados A (2011). Cellular renewal and improvement of local cell effector activity in peritoneal cavity in response to infectious stimuli. PLoS One.

[32] Toyonaga K (2016). C-Type lectin receptor DCAR recognizes mycobacterial phosphatidyl-inositol mannosides to promote a Th1 response during infection. Immunity.

[33] Cain DW (2013). Identification of a tissue-specific, C/EBPbeta-dependent pathway of differentiation for murine peritoneal macrophages. J. Immunol..

[34] Evans RM, Mangelsdorf DJ (2014). Nuclear receptors, RXR, and the big bang. Cell.

[35] Liu F., Wu D., Wang X. Roles of CTCF in conformation and functions of chromosome. *Semin. Cell Dev. Biol*. 168–173 (2018).10.1016/j.semcdb.2018.07.02130031212

[36] Kim S, Yu NK, Kaang BK (2015). CTCF as a multifunctional protein in genome regulation and gene expression. Exp. Mol. Med..

[37] Hoeffel G (2015). C-Myb(+) erythro-myeloid progenitor-derived fetal monocytes give rise to adult tissue-resident macrophages. Immunity.

[38] de Boer J (2003). Transgenic mice with hematopoietic and lymphoid specific expression of Cre. Eur. J. Immunol..

[39] Davies LC (2011). A quantifiable proliferative burst of tissue macrophages restores homeostatic macrophage populations after acute inflammation. Eur. J. Immunol..

[40] Lu N, Shen Q, Mahoney TR, Liu X, Zhou Z (2011). Three sorting nexins drive the degradation of apoptotic cells in response to PtdIns(3)P signaling. Mol. Biol. Cell.

[41] Longatti A (2012). TBC1D14 regulates autophagosome formation via Rab11- and ULK1-positive recycling endosomes. J. Cell Biol..

[42] Xu X (2013). Obesity activates a program of lysosomal-dependent lipid metabolism in adipose tissue macrophages independently of classic activation. Cell Metab..

[43] Saraswathi V, Hasty AH (2009). Inhibition of long-chain acyl coenzyme A synthetases during fatty acid loading induces lipotoxicity in macrophages. Arterioscler. Thromb. Vasc. Biol..

[44] Tabas I, Bornfeldt KE (2016). Macrophage phenotype and function in different stages of atherosclerosis. Circ. Res..

[45] Torre LA (2018). Ovarian cancer statistics, 2018. CA Cancer J. Clin..

[46] Dizon DS (2016). Clinical cancer advances 2016: annual report on progress against cancer from the american society of clinical oncology. J. Clin. Oncol..

[47] Wang J, Kubes P (2016). A reservoir of mature cavity macrophages that can rapidly invade visceral organs to affect tissue repair. Cell.

[48] Scarlett UK (2012). Ovarian cancer progression is controlled by phenotypic changes in dendritic cells. J. Exp. Med..

[49] Heng TS, Painter MW (2008). Immunological Genome Project C. The Immunological Genome Project: networks of gene expression in immune cells. Nat. Immunol..

[50] Louis C (2015). Specific contributions of CSF-1 and GM-CSF to the dynamics of the mononuclear phagocyte system. J. Immunol..

[51] MacDonald KP (2010). An antibody against the colony-stimulating factor 1 receptor depletes the resident subset of monocytes and tissue- and tumor-associated macrophages but does not inhibit inflammation. Blood.

[52] Cecchini MG (1994). Role of colony stimulating factor-1 in the establishment and regulation of tissue macrophages during postnatal development of the mouse. Development.

[53] Ryan GR (2001). Rescue of the colony-stimulating factor 1 (CSF-1)-nullizygous mouse (Csf1(op)/Csf1(op)) phenotype with a CSF-1 transgene and identification of sites of local CSF-1 synthesis. Blood.

[54] Dai XM, Zong XH, Sylvestre V, Stanley ER (2004). Incomplete restoration of colony-stimulating factor 1 (CSF-1) function in CSF-1-deficient Csf1op/Csf1op mice by transgenic expression of cell surface CSF-1. Blood.

[55] Wong K (2010). Phosphatidylserine receptor Tim-4 is essential for the maintenance of the homeostatic state of resident peritoneal macrophages. Proc. Natl Acad. Sci. USA.

[56] Settembre C, Ballabio A (2014). Lysosome: regulator of lipid degradation pathways. Trends Cell Biol..

[57] Zhou Z, Yu X (2008). Phagosome maturation during the removal of apoptotic cells: receptors lead the way. Trends Cell Biol..

[58] Markman M (2018). Poly (ADP-ribose) polymerase inhibitors in the management of ovarian cancer. Women’s Health.

[59] Weiss JM (2018). Itaconic acid mediates crosstalk between macrophage metabolism and peritoneal tumors. J. Clin. Investig..

[60] Finkernagel F (2016). The transcriptional signature of human ovarian carcinoma macrophages is associated with extracellular matrix reorganization. Oncotarget.

[61] Li M (2005). Retinoid X receptor ablation in adult mouse keratinocytes generates an atopic dermatitis triggered by thymic stromal lymphopoietin. Proc. Natl Acad. Sci. USA.

[62] Srinivas S (2001). Cre reporter strains produced by targeted insertion of EYFP and ECFP into the ROSA26 locus. BMC Dev. Biol..

[63] Jimenez-Carretero D, Ligos JM, Martinez-Lopez M, Sancho D, Montoya MC (2018). Flow cytometry data preparation guidelines for improved automated phenotypic analysis. J. Immunol..

[64] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat. Methods.

[65] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[66] Zhang Y (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[67] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: A bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[68] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

# Supplementary material for: RXRs control serous macrophage neonatal expansion and identity and contribute to ovarian cancer progression
**Source:** Nat Commun. 2020 Apr 3;11:1655. doi: 10.1038/s41467-020-15371-0
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

### ***RXRs control serous macrophage neonatal expansion and identity and contribute to ovarian cancer progression***

María Casanova-Acebes, María Piedad Menéndez-Gutiérrez, Jesús Porcuna, Damiana Álvarez-Errico, Yonit Lavin, Ana García, Soma Kobayashi, Jessica Le Berichel, Vanessa Núñez, Felipe Were, Daniel Jiménez-Carretero, Fátima Sánchez-Cabo, Miriam Merad, Mercedes Ricote

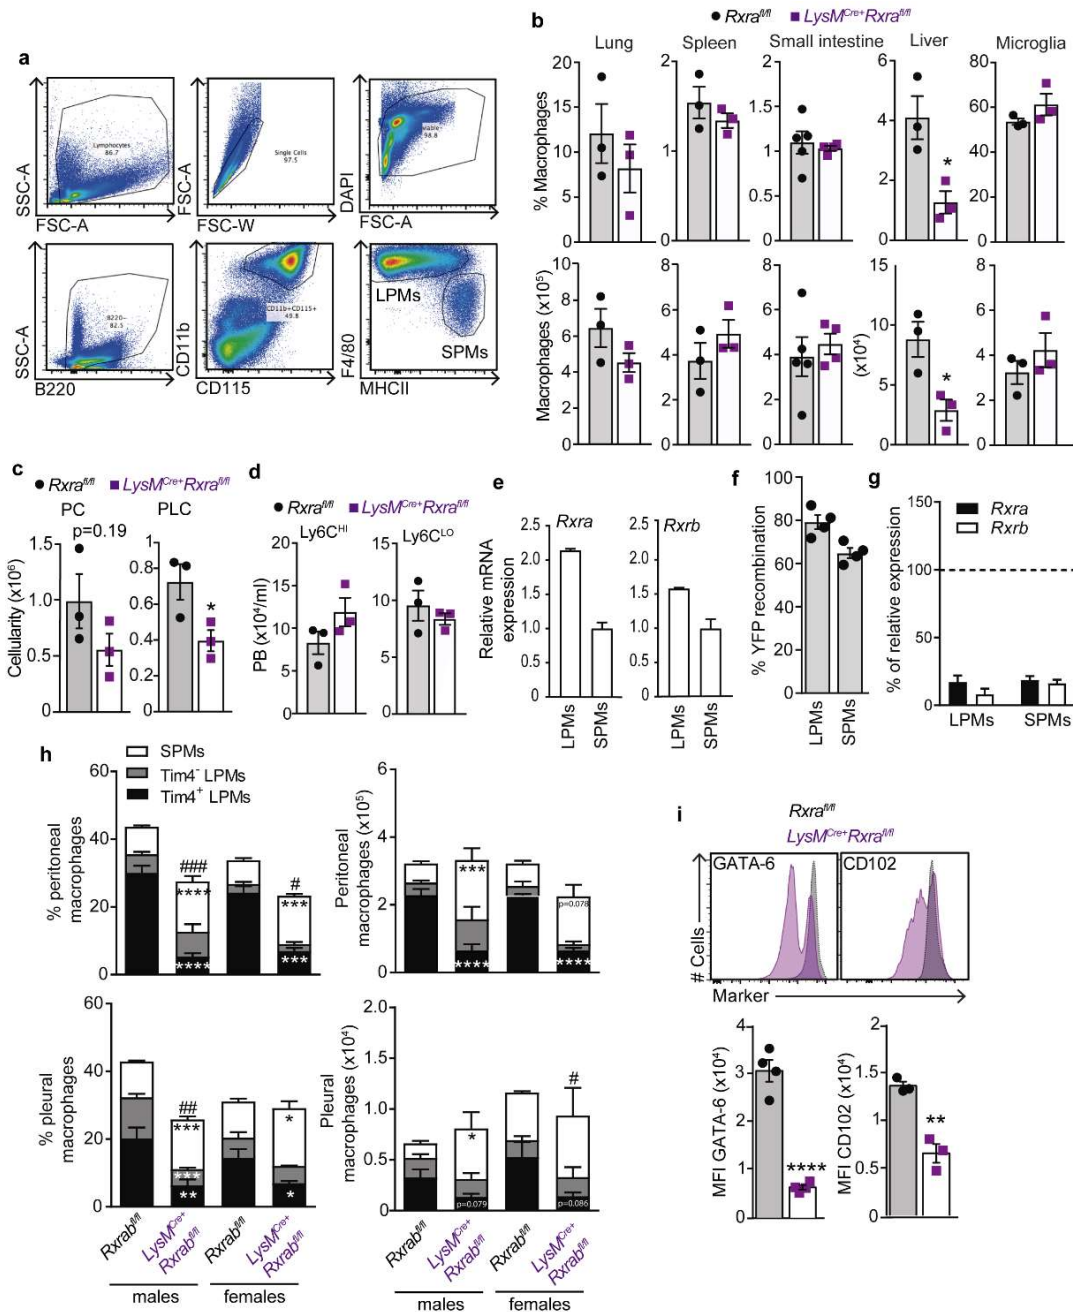

**Supplementary Fig. 1** LPM gating strategy and characterization of *LysM*<sup>Cre</sup>*Rxra*<sup>fl/fl</sup> mice. **a**, Gating strategy used to identify LPMs and SPMs in serous cavities. **b**, Frequencies and absolute quantification for TRMs in lung, spleen, small intestine, liver and microglia defined as in Lavin et al., 2014<sup>1</sup>. N=3, representative of two to three independent experiments. **c**, Quantification of peritoneal and pleural cellularity in *LysM*<sup>Cre</sup>*Rxra*<sup>fl/fl</sup> and *Rxra*<sup>fl/fl</sup> mice. N=3 mice, representative of two independent experiments. PC: peritoneal cavity; PLC: pleural cavity. **d**, Absolute number of circulating Ly6C<sup>HI</sup> and Ly6C<sup>LO</sup> monocytes defined as CD45<sup>+</sup>Ly6G<sup>NEG</sup>CD11b<sup>+</sup>CD115<sup>+</sup> by flow cytometry in *LysM*<sup>Cre</sup>*Rxra*<sup>fl/fl</sup> and

*Rxra*<sup>fl/fl</sup> mice. N=3 per genotype, representative of two independent experiments. **e**, Relative mRNA expression of *Rxra* and *Rxrb* isoforms in peritoneal LPMs and SPMs. N=3. **f**, Percentage of YFP+ cells in peritoneal LPMs and SPMs, using *LysM*<sup>Cre</sup>+R26-YFP mice. N=4. **g**, Percentage of mRNA expression of *Rxra* and *Rxrb* in *LysM*<sup>Cre</sup>+*Rxrb*<sup>fl/fl</sup> mice compared with *Rxrb*<sup>fl/fl</sup> littermate controls (dashed line), determined by qPCR using primers from regions upstream and downstream the deleted exons. N=10-11. **h**, Flow cytometry of serous cavities from 9 week-old *LysM*<sup>Cre</sup>+*Rxrb*<sup>fl/fl</sup> mice and *Rxrb*<sup>fl/fl</sup> littermates separated by gender (see also Fig. 1d-e). Graphs show frequencies among CD45<sup>+</sup> leukocytes and absolute numbers. Data (n=3-11 per genotype and gender) are pooled from two independent experiments; #p≤0.05; ##p≤0.01; ###p≤0.001 (unpaired Student's t test) versus total macrophage percentage or absolute numbers in *Rxrb*<sup>fl/fl</sup> mice; \*p≤0.05; \*\*p≤0.01; \*\*\*p≤0.001; \*\*\*\*p≤0.0001 (unpaired Student's t test) versus the same population in *Rxrb*<sup>fl/fl</sup> mice. **i**, MFI (mean fluorescent intensity) for GATA-6 and CD102 markers determined by flow cytometry in peritoneal LPMs of *LysM*<sup>Cre</sup>+*Rxra*<sup>fl/fl</sup> (purple) and *Rxra*<sup>fl/fl</sup> (gray) mice. N=3-4 per genotype, representative of three independent experiments. All data are represented as mean±SEM; \*p≤0.05; \*\*p≤0.01; \*\*\*p≤0.01 (unpaired Student's t test). Source data are provided as a Source Data file.

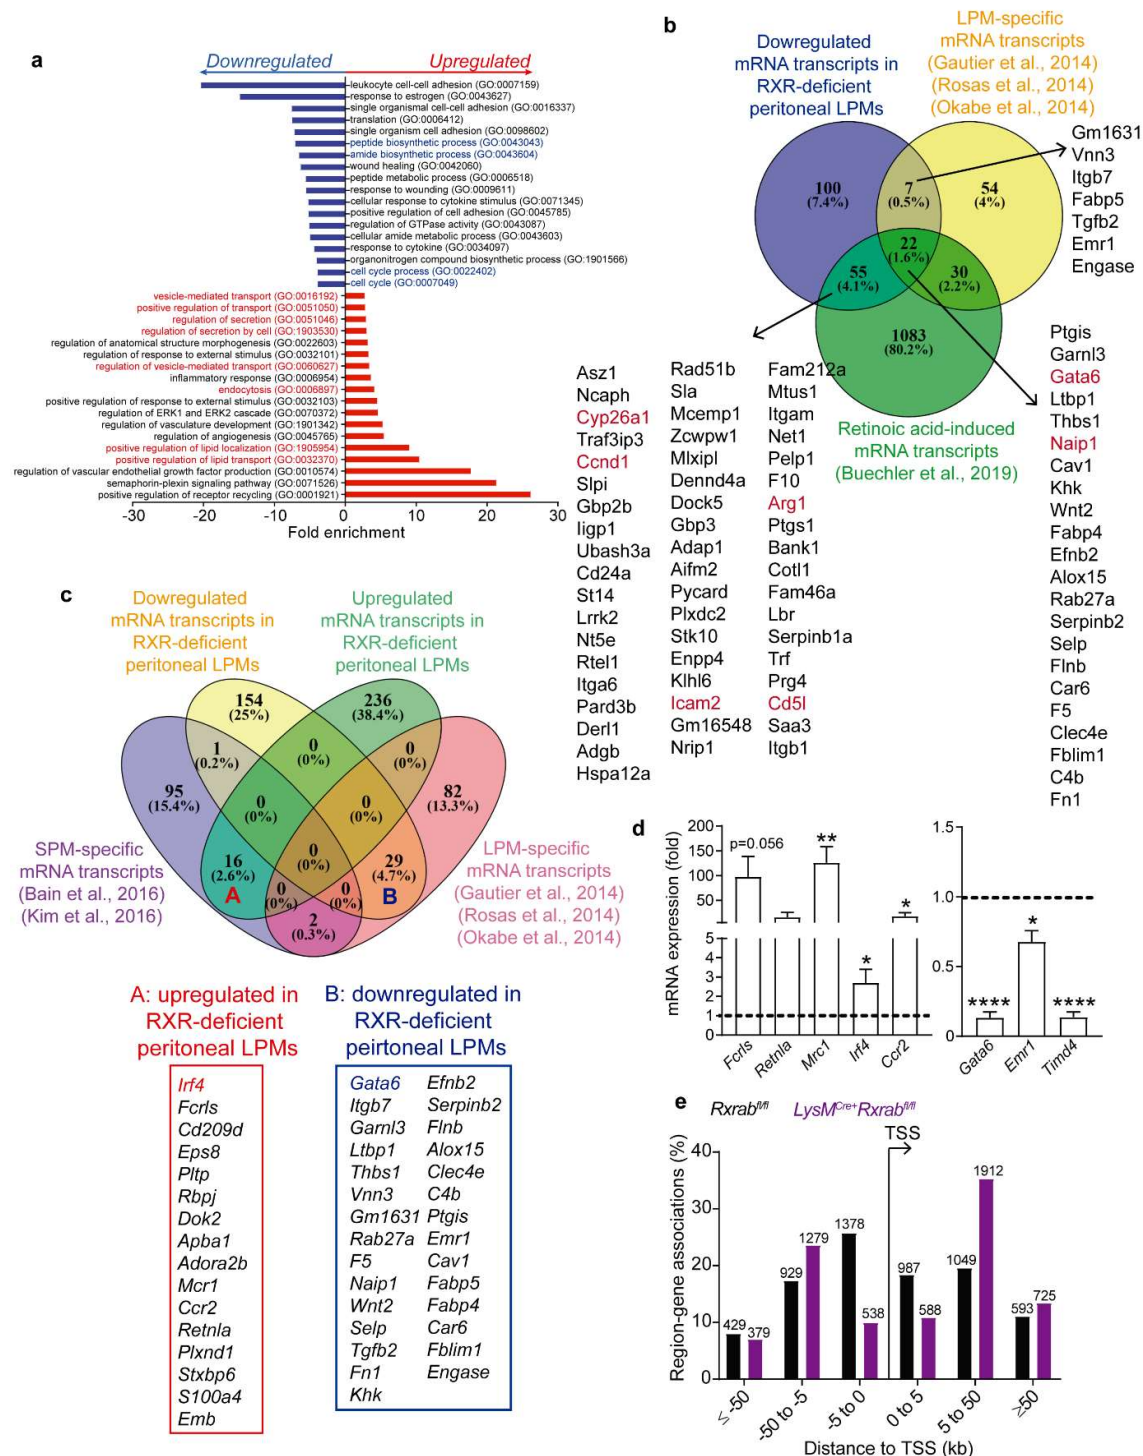

**Supplementary Fig. 2** RXRs control LPM signature. **a**, List of significantly enriched GO terms (fold enrichment levels  $\geq 2.5$  and  $\leq -4$ ) in *LysM<sup>Cre+</sup>Rxra<sup>fl/fl</sup>* versus *Rxra<sup>fl/fl</sup>* LPMs for diverse biological processes and categories upon analysis of the RNA-seq data set with the PANTHER statistical over-representation test tool.  $p \leq 0.05$ . **b**, Venn diagram (Venny 2.1.0) of overlapping groups of downregulated genes in

*LysM<sup>Cre+</sup>Rxra<sup>fl/fl</sup>* versus *Rxra<sup>fl/fl</sup>* LPMs from our RNA-seq data set (blue), as well as previously published retinoic acid signalin-dependent<sup>2</sup> (green), and LPM-specific (yellow; downregulated in GATA-6-deficient LPMs)<sup>3, 4, 5</sup> genes. Number and relative frequencies of gene RNA-seq profiling are displayed per signature intersection. **c**, Venn diagram (Venny 2.1.0) of overlapping groups of upregulated (green) and downregulated genes (yellow) in *LysM<sup>Cre+</sup>Rxra<sup>fl/fl</sup>* versus *Rxra<sup>fl/fl</sup>* LPMs from our RNA-seq data set, as well as previously published SPM-specific<sup>6, 7</sup> (purple) and LPM-specific<sup>3, 4, 5</sup> (pink; downregulated in GATA-6-deficient LPMs) genes. The lower red square (A) lists peritoneal SPM genes upregulated in *LysM<sup>Cre+</sup>Rxra<sup>fl/fl</sup>* peritoneal LPMs, whereas the blue box (B) represents genes commonly downregulated in GATA-6-deficient and *LysM<sup>Cre+</sup>Rxra<sup>fl/fl</sup>* peritoneal LPMs. Number and relative frequencies of gene RNA-seq profiling are displayed per signature intersection. **d**, Relative mRNA expression for SPMs (left) and LPMs (right) genes in adult peritoneal LPMs of *LysM<sup>Cre+</sup>Rxra<sup>fl/fl</sup>* mice determined by qPCR. Gene expression is normalized to *Rxra<sup>fl/fl</sup>* peritoneal LPMs (dashed line). N=3-5 per genotype and gene. **e**, Distribution of genomic features of differential regulatory elements by distance to the TSS, assessed by ATAC-seq analysis of *Rxra<sup>fl/fl</sup>* and *LysM<sup>Cre+</sup>Rxra<sup>fl/fl</sup>* peritoneal LPMs. Graph shows the percentage, and numbers on top of bars indicate total number of peaks in each bounded distance. 

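The legend names Rxra fl/fl genotypes, whereas the libraries used here are Rxrab fl/fl and LysMCre+ Rxrab fl/fl. Distances were taken from the midpoint of a region to the nearest RefSeq TSS, signed by strand. Among the 16133 regions called only in LysMCre+ Rxrab fl/fl, 1139 were more than 50 kb upstream, 3925 from 50 to 5 kb upstream, 1554 within 5 kb upstream, 2168 within 5 kb downstream, 5347 from 5 to 50 kb downstream and 2000 further downstream, so that 23.1% (95% Wilson interval 22.4 to 23.7) were within 5 kb of a TSS. Of the 32 called only in Rxrab fl/fl, 8 were (25%, 13.3 to 42.1). With the same number of peaks from each library, 51.6% of 1610 regions in Rxrab fl/fl and 27.5% of 1743 in LysMCre+ Rxrab fl/fl were within 5 kb.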

All data are represented as mean±SEM. \*p≤0.05; \*\*p≤0.01; \*\*\*p≤0.001 (unpaired Student's t test). Source data are provided as a Source Data file.

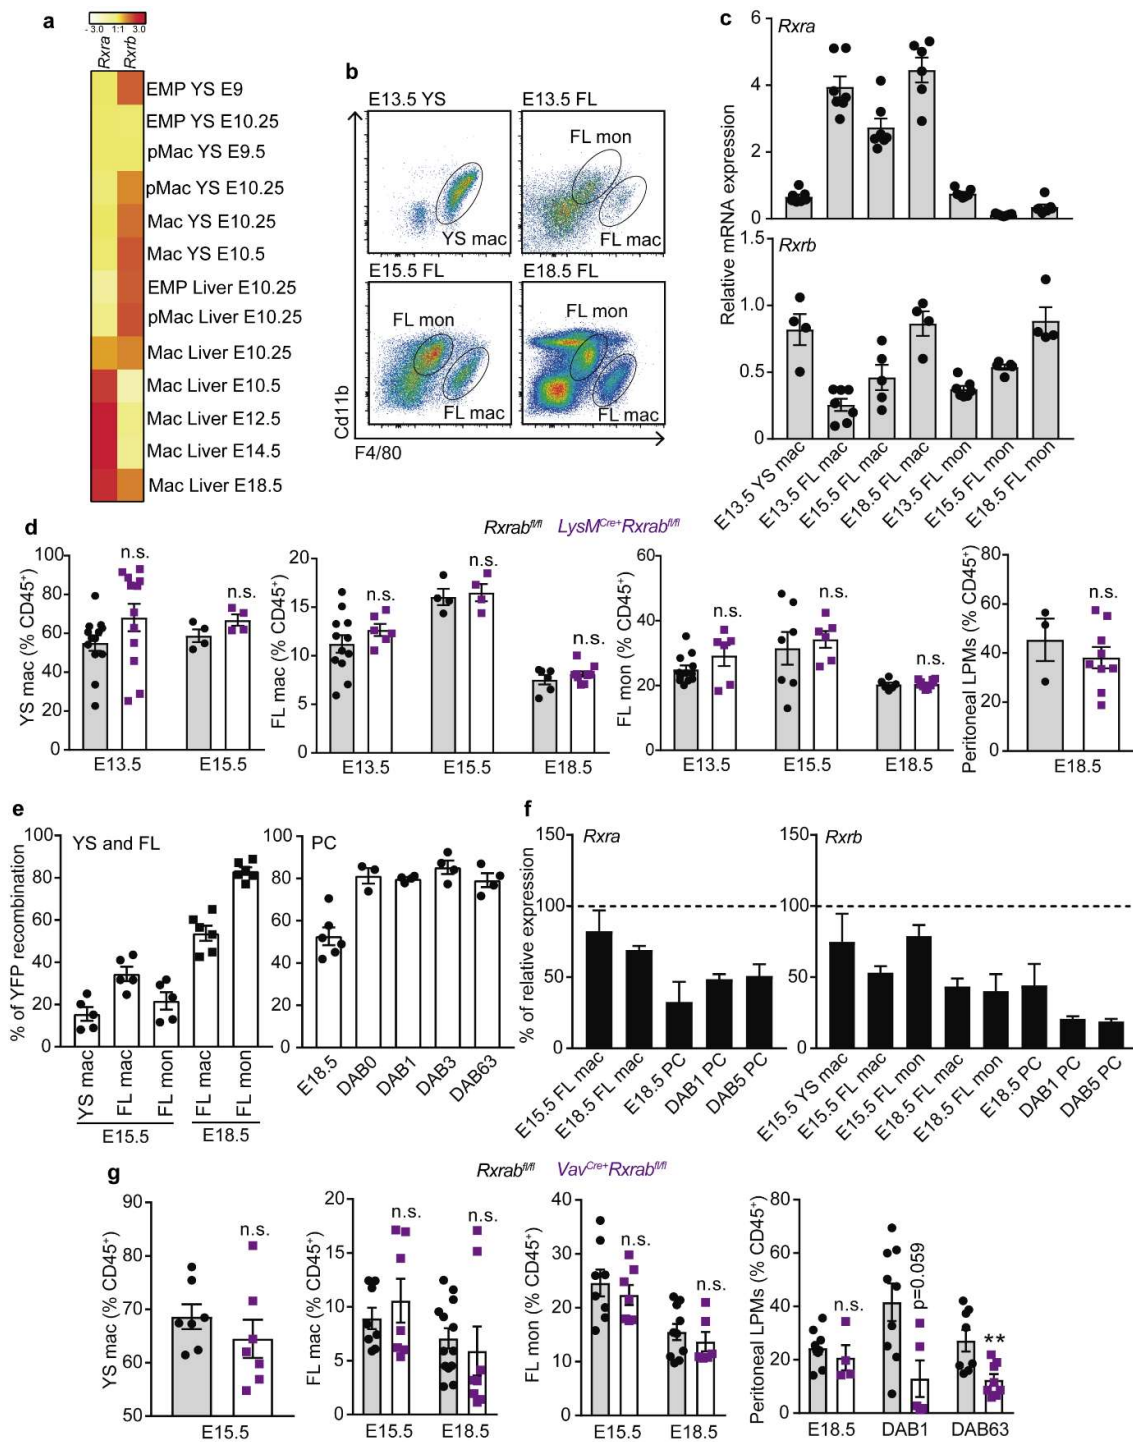

**Supplementary Fig. 3** RXRs are dispensable for the embryonic development of LPMs. **a**, Expression of mRNA for *Rxra* and *Rxrb* throughout embryonic macrophage precursors from RNA-sequencing data published by [Mass et al., 2016](#)<sup>8</sup>. Heatmap shows normalized reads. Data are displayed from white (downregulated) to red (upregulated), as shown in the colour gradient (log2 normalized gene expression). **b**, Representative flow cytometry dot plots of E13.5 yolk sac macrophages (Singlets

CD45<sup>+</sup>CD11b<sup>+</sup>Ly6C<sup>+</sup>F4/80<sup>HI</sup>) as well as E13.5, E15.5 and E18.5 fetal liver macrophages (Singlets CD45<sup>+</sup>CD11b<sup>+</sup>Ly6C<sup>+</sup>F4/80<sup>HI</sup>) and monocytes (Singlets CD45<sup>+</sup>CD11b<sup>+</sup>Ly6C<sup>+</sup>F4/80<sup>INT</sup>) in embryos from *Rxrab*<sup>fl/fl</sup> mice. **c**, Relative mRNA expression of *Rxra* and *Rxrb* in embryonic macrophages and monocytes sorted as shown in (**b**); N=4-7 from up to two litters per age. **d**, Flow cytometry of yolk sac macrophages and fetal liver macrophages and monocytes as defined in (**b**), as well as E18.5 peritoneal LPMs (CD11b<sup>+</sup>F4/80<sup>HI</sup>MHCII<sup>LO</sup>TIM4<sup>+</sup>) from *LysM*<sup>Cre</sup>*Rxrab*<sup>fl/fl</sup> and *Rxrab*<sup>fl/fl</sup> mice. Graphs show the frequency of cells among CD45<sup>+</sup> leukocytes in E13.5, E15.5 and E18.5 embryos. N=3-13, pooled from up to three litters per age. **e**, Percentage of YFP<sup>+</sup> recombination in embryonic macrophages using *LysM*<sup>Cre</sup>R26-LSL-YFP mice. N=3-6 per cell type, pooled from up to two litters per age. **f**, Percentage of mRNA expression of *Rxra* and *Rxrb* in *LysM*<sup>Cre</sup>*Rxrab*<sup>fl/fl</sup> cells compared with cells from age-paired *Rxrab*<sup>fl/fl</sup> littermate controls (dashed line), determined by qPCR using primers from regions upstream and downstream the deleted exons<sup>9</sup>. N=3-13 per age, pooled from up to two independent experiments per age. **g**, Flow cytometry of yolk sac macrophages and fetal liver macrophages and monocytes as defined in (**b**), as well as E18.5, DAB1 and DAB63 peritoneal LPMs (CD11b<sup>+</sup>F4/80<sup>HI</sup>MHCII<sup>LO</sup>TIM4<sup>+</sup>) from *Vav*<sup>Cre</sup>*Rxrab*<sup>fl/fl</sup> and *Rxrab*<sup>fl/fl</sup> mice. Graphs show the frequency of cells among CD45<sup>+</sup> leukocytes in E15.5 and E18.5 embryos, as well as 1- or 63-day-old mice. N=4-10, pooled from up to two litters per age. All data are presented as mean±SEM. n.s., no significant (unpaired Student's t test); EMP, erythroid myeloid progenitors; pMac, pre-macrophages; Mac, macrophages; YS, yolk sac; PC, peritoneal cavity; DAB, day after birth. Source data are provided as a Source Data file.

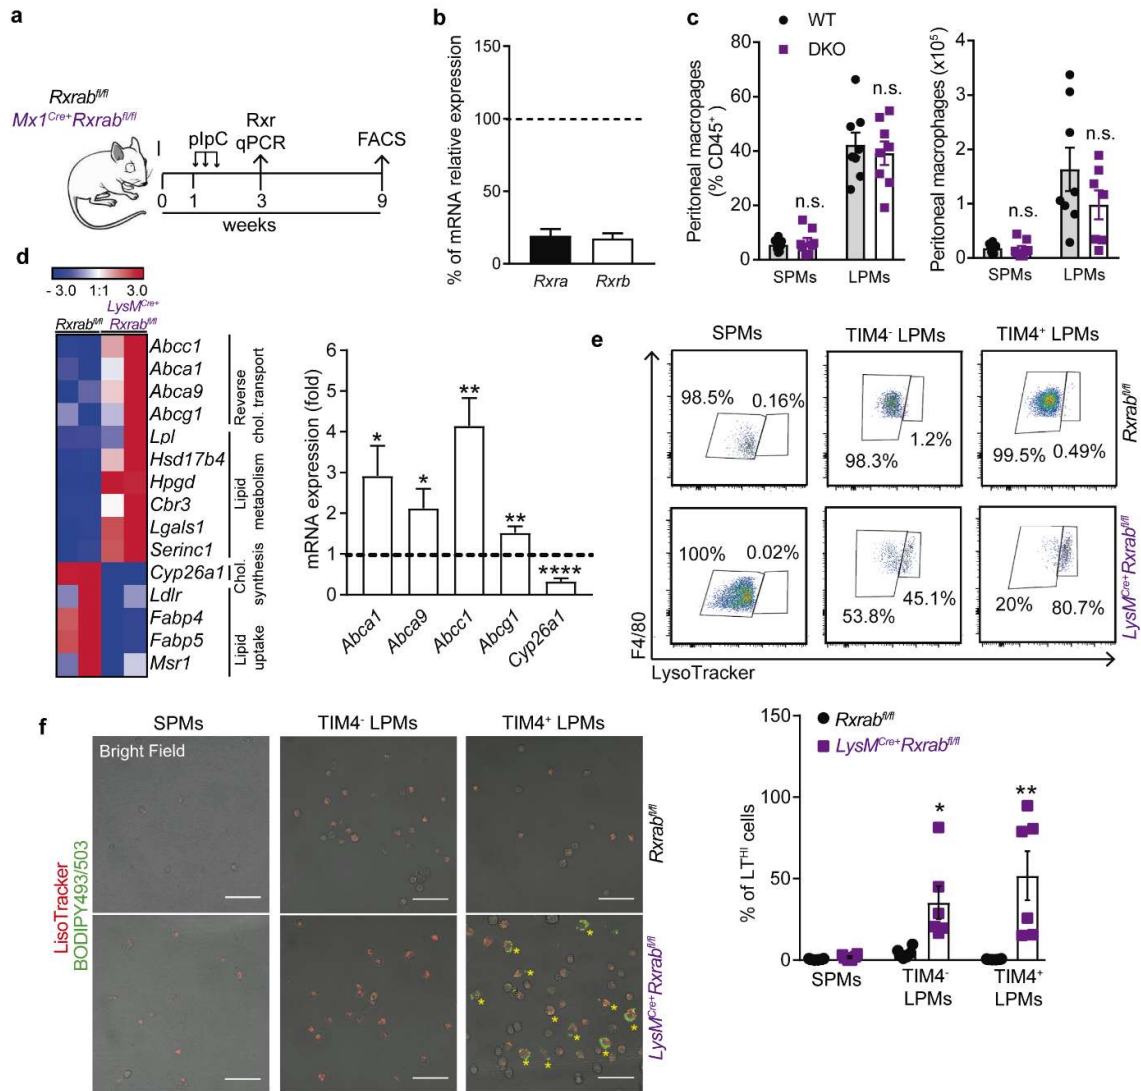

**Supplementary Fig. 4** RXR deficiency leads to lipid accumulation and apoptosis of TIM4<sup>+</sup> LPMs. **a-c**, Analysis of the peritoneal macrophage content of *Mx1<sup>Cre</sup>+Rxrab<sup>fl/fl</sup>* and *Rxrab<sup>fl/fl</sup>* mice; **a**, Experimental design; **b**, Percentage of mRNA expression of *Rxra* and *Rxrb* in *Mx1<sup>Cre</sup>+Rxrab<sup>fl/fl</sup>* mice compared with *Rxrab<sup>fl/fl</sup>* LPMs (dashed line), determined by qPCR using primers from regions upstream and downstream the deleted exons. N=6; **c**, Flow cytometry of the peritoneal cavity from *Mx1<sup>Cre</sup>+Rxrab<sup>fl/fl</sup>* mice and *Rxrab<sup>fl/fl</sup>* littermates, showing frequencies among CD45<sup>+</sup> leukocytes and absolute numbers. N=7-8, pooled from two independent experiments. **d**, Heatmap showing normalized log2 FC in the expression of lipid homeostasis-related genes in adult *LysM<sup>Cre</sup>+Rxra<sup>fl/fl</sup>* and *Rxra<sup>fl/fl</sup>* LPMs (left), and qPCR analysis of *LysM<sup>Cre</sup>+Rxrab<sup>fl/fl</sup>* and *Rxrab<sup>fl/fl</sup>* LPMs (right). N=4-6 per genotype and gene. **e**, LysoTracker flow cytometry plots (up) and frequency (down) of LysoTracker<sup>HI</sup> peritoneal SPMs, TIM4<sup>+</sup>

LPMs and TIM4<sup>+</sup> LPMs in *LysM<sup>Cre+</sup>Rxrab<sup>fl/fl</sup>* mice and *Rxrab<sup>fl/fl</sup>* littermates. N=4-6 per genotype, pooled from three independent experiments. **f**, Confocal images showing overlaid channels for LysoTracker (red), BODIPY493/503 (green) and brightfield from sorted and cultured macrophages from the peritoneal cavity of *LysM<sup>Cre+</sup>Rxrab<sup>fl/fl</sup>* and control *Rxrab<sup>fl/fl</sup>* mice. Asterisks mark LysoTracker<sup>HI</sup> BODIPY493/503<sup>HI</sup> cells. N=6. Scale bar=100μm. All data are presented as mean±SEM. n.s. (no significant); \*p≤0.05; \*\*p≤0.01 (unpaired Student's t test). Source data are provided as a Source Data file.

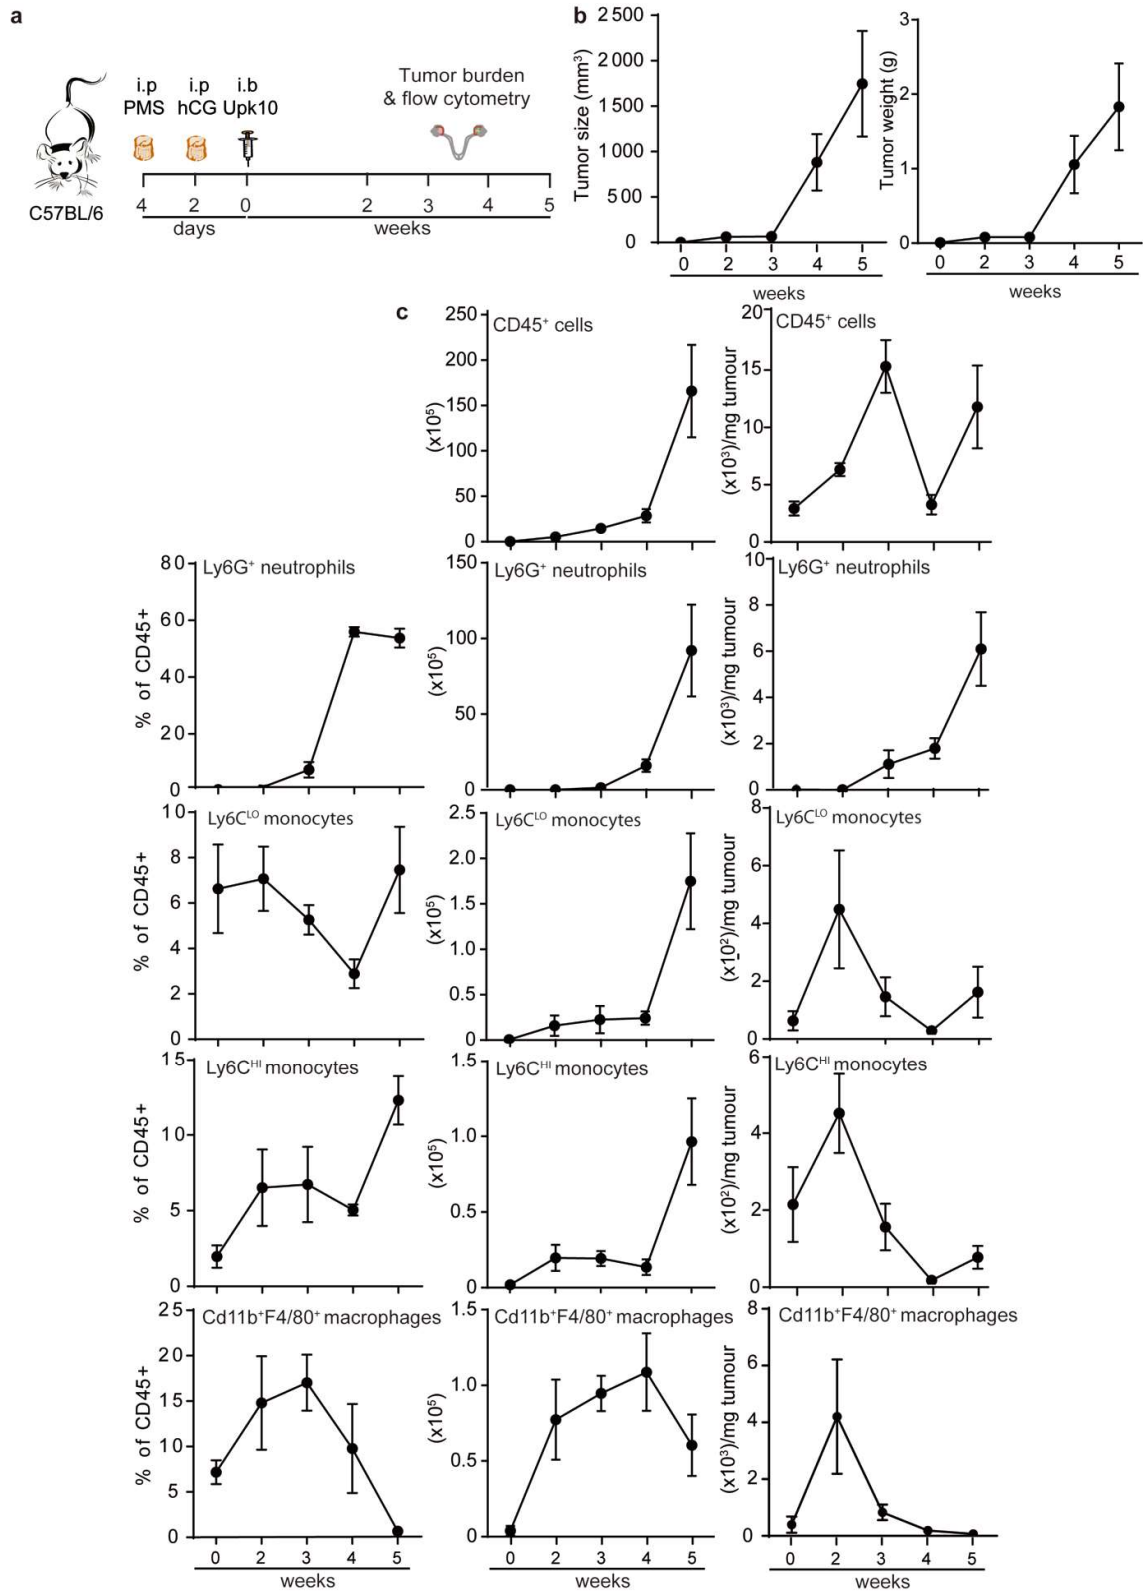

**Supplementary Fig. 5** Immune infiltrates in an orthotopic syngeneic mice model of ovarian cancer. **a**, Experimental design of the orthotopic model with the Upk10 ovarian tumour cell line. i.p., intraperitoneal;

i.b., intrabursal; PMS, pregnant mare serum gonadotropin; hCG, human chorionic gonadotropin; Upk10, mouse ovarian tumour cell line. **b**, Primary ovarian tumour growth in volume (mm<sup>3</sup>) and weight measured weekly in C57BL/6 wild type mice. N=4-5 per time point. **c**, Flow cytometry analysis of leukocytes isolated from primary ovarian tumours. Graphs represent frequencies among CD45<sup>+</sup> leukocytes, absolute numbers, and absolute numbers/mg of tumour, of cells pre-gated on singlets/DAPI<sup>NEG</sup>/Upk10<sup>-</sup>/B220<sup>-</sup>CD3<sup>-</sup> cells. N=3-4 per time point. Data are represented as mean±SEM. Source data are provided as a Source Data file.

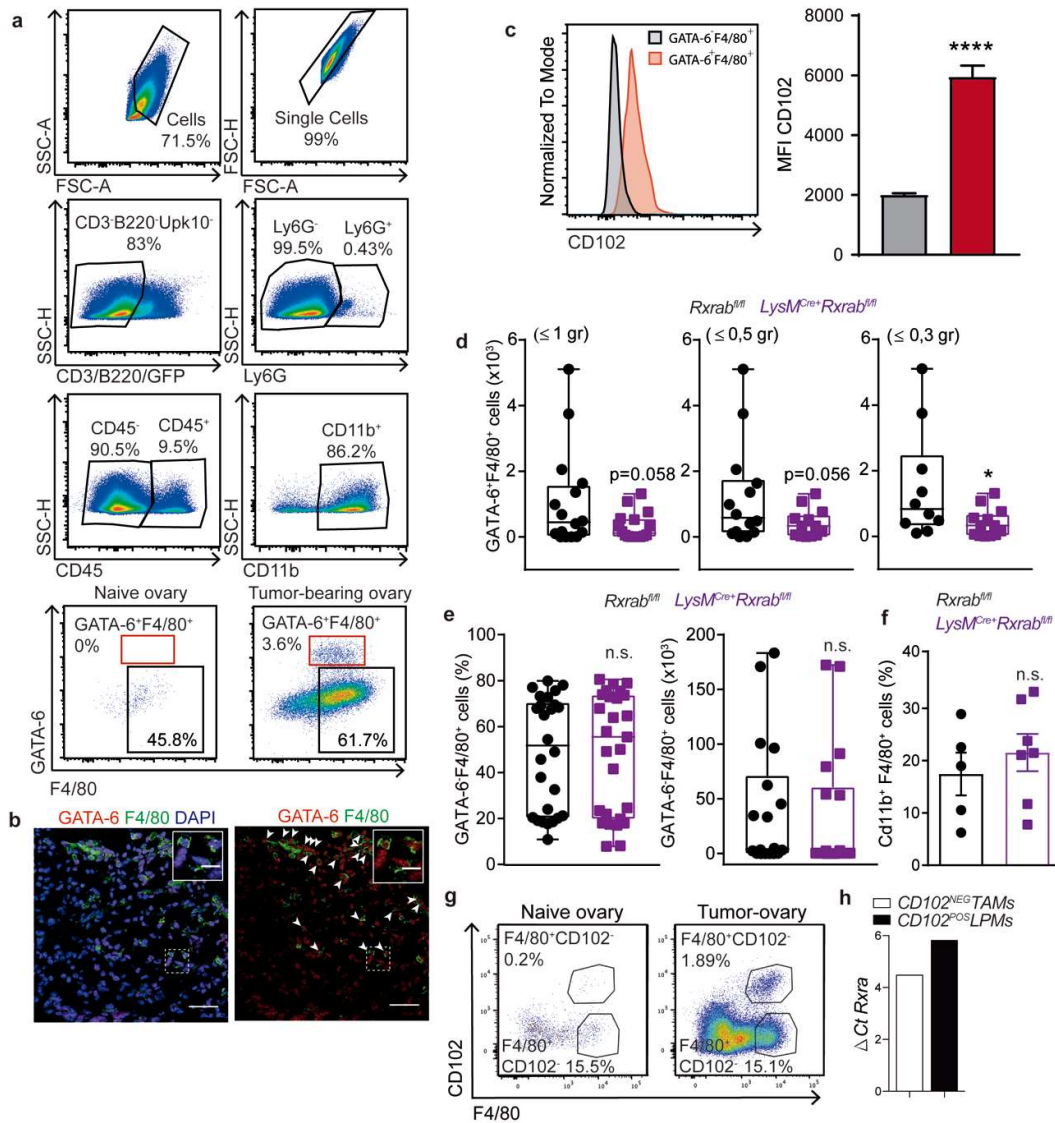

**Supplementary Fig. 6** Peritoneal cavity macrophages contribute to ovarian tumour progression. **a**, Gating strategy used to identify F4/80<sup>+</sup>GATA-6<sup>+</sup> macrophages within primary ovarian tumours from Upk10-injected C57BL/6 wild type mice. Frequency of F4/80<sup>+</sup>GATA-6<sup>+</sup> cells in naïve and tumour-bearing ovaries are shown. **b**, Representative immunofluorescence staining for GATA-6 (red), F4/80 (green) and DAPI (blue) of tumour sections. Scale bars: 100  $\mu$ m in full images, and 10  $\mu$ m in cropped images. **c**, Flow cytometry histograms and quantification for mean fluorescence intensity (MFI) of CD102 in F4/80<sup>+</sup>GATA-6<sup>+</sup> and F4/80<sup>+</sup>GATA-6<sup>-</sup> cells within primary ovarian tumours from Upk10 injected C57BL76 wild type mice. N=5 (unpaired Student's t test). **d**, GATA-6<sup>+</sup>F4/80<sup>+</sup> cells pre-gated on CD45<sup>+</sup>CD11b<sup>+</sup> cells in *LysM*<sup>Cre</sup>*Rxrab*<sup>fl/fl</sup> and *Rxrab*<sup>fl/fl</sup> mice, 24 days post-Upk10 injection. Data are stratified by tumour weight (0.3-1g). N=10-16, pooled from four independent experiments. Statistics

show generalized linear model with gamma distribution. **e**, Relative quantification and absolute numbers of GATA-6<sup>+</sup>F4/80<sup>+</sup> cells pre-gated on CD45<sup>+</sup>CD11b<sup>+</sup> cells in *LysM<sup>Cre</sup>Rxrab<sup>fl/fl</sup>* and *Rxrab<sup>fl/fl</sup>* mice, 24 days post-Upk10 injection. N=18-27 per genotype, pooled from four independent experiments. Statistics show generalized linear model with gamma distribution for absolute numbers, and Mann Whitney u test for frequency. **f**, Graph showing the frequency (% of CD45<sup>+</sup> cells) of CD11b<sup>+</sup>F4/80<sup>+</sup> ovarian resident macrophages (pre-gated on CD45<sup>+</sup>B220<sup>-</sup> cells) in 9 week-old *LysM<sup>Cre</sup>Rxrab<sup>fl/fl</sup>* and *Rxrab<sup>fl/fl</sup>* mice. N=5-6 per genotype, pooled from two independent experiments (unpaired Student's t test). **g**, Flow cytometry plots from naïve and Upk10 ovarian tumours analyzed at day 24 post-tumour injection. Cells were gated as singlets/DAPI<sup>NEG</sup>B220<sup>NEG</sup>CD3<sup>NEG</sup>Ly6G<sup>NEG</sup>F4/80<sup>+</sup> and sorted based on CD102 expression. **h**, Quantitative PCR levels (represented as Delta Ct for absolute quantification) of *Rxra* transcripts for F4/80<sup>+</sup>CD102<sup>NEG</sup> TAMs and F4/80<sup>+</sup>CD102<sup>+</sup> LPMs. Data are represented as mean±SEM (**c** and **f**), or as median (lower-upper quartiles and min-max values) (**d** and **e**). n.s. (no significant); \*p < 0.05, \*\*\*\*p < 0.0001. Source data are provided as a Source Data file.

## References

1. Lavin Y, *et al.* Tissue-resident macrophage enhancer landscapes are shaped by the local microenvironment. *Cell* **159**, 1312-1326 (2014).
2. Buechler MB, *et al.* A Stromal Niche Defined by Expression of the Transcription Factor WT1 Mediates Programming and Homeostasis of Cavity-Resident Macrophages. *Immunity* **51**, 119-130 e115 (2019).
3. Okabe Y, Medzhitov R. Tissue-specific signals control reversible program of localization and functional polarization of macrophages. *Cell* **157**, 832-844 (2014).
4. Rosas M, *et al.* The transcription factor Gata6 links tissue macrophage phenotype and proliferative renewal. *Science* **344**, 645-648 (2014).
5. Gautier EL, *et al.* Gata6 regulates aspartoacylase expression in resident peritoneal macrophages and controls their survival. *J Exp Med* **211**, 1525-1531 (2014).
6. Kim KW, *et al.* MHC II<sup>+</sup> resident peritoneal and pleural macrophages rely on IRF4 for development from circulating monocytes. *J Exp Med* **213**, 1951-1959 (2016).
7. Bain CC, *et al.* Long-lived self-renewing bone marrow-derived macrophages displace embryo-derived cells to inhabit adult serous cavities. *Nat Commun* **7**, ncomms11852 (2016).

8. Mass E, *et al.* Specification of tissue-resident macrophages during organogenesis. *Science* **353**, (2016).
9. Menendez-Gutierrez MP, *et al.* Retinoid X receptors orchestrate osteoclast differentiation and postnatal bone remodeling. *J Clin Invest* **125**, 809-823 (2015).

**Supplementary Table 1:** RNA-seq expression values for transcripts downregulated  $\geq 1.5$  FC in *LysM<sup>Cre+</sup>Rxra<sup>fl/fl</sup>* over *Rxra<sup>fl/fl</sup>* peritoneal LPMs.

**Supplementary Table 2:** RNA-seq expression values for transcripts upregulated  $\geq 1.5$  FC in *LysM<sup>Cre+</sup>Rxra<sup>fl/fl</sup>* over *Rxra<sup>fl/fl</sup>* peritoneal LPMs.

| ID            | AvrExp      | Norm_RXRKO2 | Raw_RXRKO2 | Norm_RXRKO3 | Raw_RXRKO3 | Norm_RXRWT2 | Raw_RXRWT2 | Norm_RXRWT3 | ave_KO | ave_WT      | foldChange  | logFC       | P.Value     | adj.P.Val  |            |
|---------------|-------------|-------------|------------|-------------|------------|-------------|------------|-------------|--------|-------------|-------------|-------------|-------------|------------|------------|
| Cd209f        | 1035.261132 | 2649.1557   | 1759       | 1474.363966 | 1484       | 15.89763804 | 10         | 1.6272237   | 1      | 2061.759833 | 8.762430859 | 450.5583092 | 8.815570015 | 0.00000000 | 0.00000000 |
| Muc1l         | 113.8429065 | 324.4632301 | 215        | 129.6089576 | 130        | 0.757030383 | 0          | 0.5424079   | 0      | 227.0360938 | 0.649719138 | 305.7473736 | 8.256196296 | 0.00000000 | 0.00000000 |
| Fcrls         | 619.8682687 | 1220.312984 | 810        | 1231.036804 | 1239       | 26.4960634  | 17         | 1.6272237   | 1      | 1225.674894 | 14.06164354 | 233.07623   | 7.86465807  | 0.00000000 | 0.00000000 |
| Cd209g        | 191.7788592 | 482.554363  | 320        | 279.577943  | 281        | 2.271091149 | 1          | 2.7120395   | 2      | 381.066153  | 2.491565306 | 142.8232992 | 7.158087539 | 0.00000000 | 0.00000000 |
| Cd209d        | 29.29407345 | 39.8991907  | 26         | 75.97766481 | 76         | 0.757030383 | 0          | 0.5424079   | 0      | 57.93842775 | 0.649719138 | 89.49642011 | 6.48375807  | 0.00000001 | 0.00000127 |
| Cbr2          | 771.6498263 | 1795.463582 | 1192       | 1212.166535 | 1220       | 71.91788637 | 47         | 7.0513026   | 6      | 1503.815058 | 39.48459449 | 74.83798373 | 6.225698785 | 0.00000000 | 0.00000000 |
| Tslp          | 44.52520474 | 110.6637931 | 73         | 65.05277183 | 65         | 0.757030383 | 0          | 1.6272237   | 1      | 87.85828245 | 1.192127031 | 73.02425631 | 6.190303855 | 0.00000001 | 0.00000241 |
| Clec4b1       | 16.35902873 | 30.86541168 | 20         | 33.27126498 | 33         | 0.757030383 | 0          | 0.5424079   | 0      | 32.06833833 | 0.649719138 | 50.29188196 | 5.652253636 | 0.00000059 | 0.00007252 |
| Gcnt1         | 48.29067105 | 125.7200915 | 83         | 60.08691138 | 60         | 6.813273446 | 4          | 0.5424079   | 0      | 92.90350142 | 3.677840669 | 48.86761433 | 5.61080677  | 0.00000001 | 0.00000123 |
| Rnase4        | 421.7650745 | 1157.07653  | 768        | 490.1304259 | 493        | 21.9538811  | 14         | 17.89946    | 16     | 823.6034781 | 19.92667078 | 36.90836616 | 5.20587597  | 0.00000000 | 0.00000000 |
| Lyve1         | 511.3652913 | 1108.896376 | 736        | 845.6860338 | 851        | 79.4881902  | 52         | 11.390566   | 10     | 977.2912047 | 45.43937797 | 35.83989523 | 5.163494515 | 0.00000000 | 0.00000000 |
| Retnla        | 1195.022189 | 1589.192294 | 1055       | 3012.787532 | 3033       | 146.1068639 | 96         | 32.002066   | 29     | 2300.989913 | 89.05446478 | 35.60827106 | 5.154140483 | 0.00000000 | 0.00000000 |
| Folr2         | 271.2073831 | 512.6669598 | 340        | 518.9324165 | 522        | 46.17885335 | 30         | 7.0513026   | 6      | 515.7996881 | 26.61507798 | 32.51339423 | 5.022962269 | 0.00000000 | 0.00000000 |
| Fxyd2         | 90.51535632 | 250.687368  | 166        | 98.82062285 | 99         | 9.841394977 | 6          | 2.7120395   | 2      | 174.7539954 | 6.276717221 | 32.13700322 | 5.006163498 | 0.00000000 | 0.00000000 |
| Prune2        | 154.9073252 | 429.8573187 | 285        | 173.3085295 | 174        | 8.327334211 | 5          | 8.1361184   | 7      | 301.5829241 | 8.231726302 | 31.76851558 | 4.989525775 | 0.00000000 | 0.00000000 |
| Stac2         | 16.50211824 | 29.35978184 | 19         | 34.26443707 | 34         | 0.757030383 | 0          | 1.6272237   | 1      | 31.81210945 | 1.192127031 | 28.46407113 | 4.831070116 | 0.00001350 | 0.00114814 |
| Hpgd          | 9.88753845  | 24.84289232 | 16         | 13.4078232  | 13         | 0.757030383 | 0          | 0.5424079   | 0      | 19.12535776 | 0.649719138 | 27.04233444 | 4.757147793 | 0.00003655 | 0.00278506 |
| Cd163         | 600.1227177 | 1560.585327 | 1036       | 756.3005458 | 761        | 46.17885335 | 30         | 37.426145   | 34     | 1158.442936 | 41.80249898 | 25.50009362 | 4.672430639 | 0.00000000 | 0.00000000 |
| Rab3il1       | 18.0774878  | 18.82037297 | 12         | 49.1620184  | 49         | 3.785151914 | 2          | 0.5424079   | 0      | 33.99119569 | 2.163779904 | 24.83663227 | 4.634397659 | 0.00001362 | 0.00115276 |
| 1700088E04Rik | 7.124571797 | 12.79785362 | 8          | 14.40099529 | 14         | 0.757030383 | 0          | 0.5424079   | 0      | 13.59942446 | 0.649719138 | 21.40763534 | 4.420053541 | 0.00015527 | 0.00953616 |
| Rcn3          | 124.7906065 | 285.3168543 | 189        | 187.2129388 | 188        | 17.41169881 | 11         | 9.2209342   | 8      | 236.2648965 | 13.31631649 | 18.70076593 | 4.225025455 | 0.00000000 | 0.00000000 |
| F13a1         | 1098.992325 | 2442.884412 | 1622       | 1621.353435 | 1632       | 282.3723328 | 186        | 49.359118   | 45     | 2032.118924 | 165.8657255 | 17.80841623 | 4.154487313 | 0.00000000 | 0.00000000 |
| Kazald1       | 28.13138469 | 41.40482054 | 27         | 65.05277183 | 65         | 2.271091149 | 1          | 3.7968552   | 3      | 53.22879618 | 3.033973199 | 17.71505362 | 4.146903927 | 0.00000177 | 0.00019155 |
| Mrc1          | 468.5631794 | 1011.030436 | 671        | 739.4166203 | 744        | 96.14285862 | 63         | 27.662803   | 25     | 875.2235282 | 61.90283058 | 17.62192049 | 4.139299257 | 0.00000000 | 0.00000000 |
| Gja1          | 9.857902774 | 11.29222378 | 7          | 25.32588827 | 25         | 2.271091149 | 1          | 0.5424079   | 0      | 18.30905603 | 1.406749521 | 16.80469567 | 4.07079251  | 0.00033435 | 0.01795329 |
| Tfrc          | 231.9165328 | 351.5645671 | 233        | 513.9665561 | 517        | 43.15073182 | 28         | 18.984276   | 17     | 432.7655616 | 31.06750404 | 15.93496359 | 3.994123818 | 0.00000000 | 0.00000000 |
| Ggh           | 6.13933556  | 15.8091133  | 10         | 7.448790667 | 7          | 0.757030383 | 0          | 0.5424079   | 0      | 11.62895198 | 0.649719138 | 15.82122309 | 3.98378923  | 0.00076765 | 0.03489370 |
| Cd2           | 6.267449997 | 17.31474314 | 11         | 6.455618578 | 6          | 0.757030383 | 0          | 0.5424079   | 0      | 11.88518086 | 0.649719138 | 15.08861407 | 3.915388391 | 0.00096419 | 0.04195823 |
| Ccr2          | 283.1512192 | 375.6546445 | 249        | 654.9969927 | 659        | 76.46006867 | 50         | 25.493171   | 23     | 515.3258186 | 50.97661982 | 12.26451008 | 3.6164177   | 0.00000000 | 0.00000000 |
| Clec4n        | 19.88236815 | 26.34852216 | 17         | 43.20298587 | 43         | 0.757030383 | 0          | 9.2209342   | 8      | 34.77575402 | 4.98898228  | 11.67189366 | 3.544966739 | 0.00009190 | 0.00598426 |
| Clec4g        | 32.9496089  | 63.98926811 | 42         | 56.11422303 | 56         | 6.813273446 | 4          | 4.881671    | 4      | 60.05174557 | 5.847472241 | 10.58437784 | 3.403864564 | 0.00000041 | 0.00005247 |
| Slamf9        | 169.0414158 | 342.5307881 | 227        | 271.6325663 | 273        | 15.89763804 | 10         | 46.104671   | 42     | 307.0816772 | 31.00115446 | 10.40708159 | 3.379493652 | 0.00000000 | 0.00000000 |
| Plk2          | 19.43619743 | 45.92171005 | 30         | 25.32588827 | 25         | 3.785151914 | 2          | 2.7120395   | 2      | 35.62379916 | 3.248595689 | 10.37660632 | 3.37526278  | 0.00008127 | 0.00536826 |
| Zfp108        | 18.56549226 | 53.44985924 | 35         | 10.42830693 | 10         | 9.841394977 | 6          | 0.5424079   | 0      | 31.93908309 | 5.191901435 | 10.33121933 | 3.368938632 | 0.00041067 | 0.02083314 |
| Acvrl1        | 16.42193339 | 26.34852216 | 17         | 33.27126498 | 33         | 2.271091149 | 1          | 3.7968552   | 3      | 29.80989357 | 3.033973199 | 9.994243506 | 3.321097369 | 0.00017396 | 0.01047437 |
| Emp1          | 71.95164376 | 127.2257213 | 84         | 129.6089576 | 130        | 17.41169881 | 11         | 13.560197   | 12     | 128.4173395 | 15.48594806 | 8.513179991 | 3.089698133 | 0.00000000 | 0.00000000 |
| Gm15987       | 16.25642803 | 18.82037297 | 12         | 36.25078125 | 36         | 8.327334211 | 5          | 1.6272237   | 1      | 27.53557711 | 4.977278945 | 8.281105629 | 3.049823398 | 0.00023552 | 0.01355801 |
| Ophn1         | 21.18057178 | 41.40482054 | 27         | 32.27809289 | 32         | 8.327334211 | 5          | 2.7120395   | 2      | 36.84145672 | 5.519686838 | 8.231764328 | 3.041201679 | 0.00004232 | 0.00315937 |
| Ccl2          | 16.84595596 | 45.92171005 | 30         | 15.39416738 | 15         | 2.271091149 | 1          | 3.7968552   | 3      | 30.65793872 | 3.033973199 | 8.087327815 | 3.015663091 | 0.00069330 | 0.03247883 |
| Lmo2          | 29.51722071 | 65.49489795 | 43         | 40.2234696  | 40         | 5.29921268  | 3          | 7.0513026   | 6      | 52.85918377 | 6.175257643 | 7.952695597 | 2.99144395  | 0.00000591 | 0.00055610 |
| Tanc2         | 33.78882156 | 91.09060519 | 60         | 31.2849208  | 31         | 6.813273446 | 4          | 5.9664868   | 5      | 61.187763   | 6.389880133 | 7.903860502 | 2.982557485 | 0.00000419 | 0.00042004 |
| Plekho1       | 35.62355822 | 60.97800843 | 40         | 65.05277183 | 65         | 8.327334211 | 5          | 8.1361184   | 7      | 63.01539013 | 8.231726302 | 7.695469605 | 2.944009368 | 0.00000041 | 0.00005282 |
| Trem2         | 16.82425613 | 35.38230119 | 23         | 24.33271618 | 24         | 3.785151914 | 2          | 3.7968552   | 3      | 29.85750868 | 3.791003582 | 7.518429387 | 2.910431312 | 0.00036167 | 0.01892232 |
| Clec10a       | 48.71090969 | 97.11312454 | 64         | 74.98449272 | 75         | 11.35545574 | 7          | 11.390566   | 10     | 86.04880863 | 11.37301075 | 7.392230066 | 2.886009658 | 0.00000001 | 0.00000234 |
| Pea15a        | 153.6474287 | 294.3506333 | 195        | 246.8032641 | 248        | 37.09448876 | 24         | 36.341329   | 33     | 270.5769487 | 36.71790879 | 7.286427648 | 2.865211671 | 0.00000000 | 0.00000000 |
| Fcgr2b        | 44.70076011 | 54.95548908 | 36         | 99.81379494 | 100        | 15.89763804 | 10         | 8.1361184   | 7      | 77.38464201 | 12.01687822 | 7.080051015 | 2.823759756 | 0.00000004 | 0.00000572 |
| Tmem8         | 23.2976332  | 32.37104151 | 21         | 42.20981378 | 42         | 15.89763804 | 10         | 2.7120395   | 2      | 37.29042765 | 9.304838752 | 6.602861596 | 2.723091406 | 0.00003084 | 0.00240968 |
| Lgals1        | 27.16061166 | 48.93296973 | 32         | 45.18933005 | 45         | 5.29921268  | 3          | 9.22        |        |             |             |             |             |            |            |

|           |             |             |      |             |      |             |      |           |      |             |             |             |             |            |            |
|-----------|-------------|-------------|------|-------------|------|-------------|------|-----------|------|-------------|-------------|-------------|-------------|------------|------------|
| Cyp27a1   | 292.3647293 | 365.1152357 | 242  | 371.9429473 | 374  | 212.7255376 | 140  | 219.6752  | 202  | 368.5290915 | 216.2003671 | 1.704081023 | 0.768993932 | 0.00088198 | 0.03902828 |
| Pitpna    | 534.8642486 | 669.2524629 | 444  | 677.8399507 | 682  | 345.962885  | 228  | 446.4017  | 411  | 673.5462068 | 396.1822904 | 1.69787712  | 0.763732051 | 0.00014011 | 0.00872208 |
| Actg1     | 1110.373817 | 1425.078642 | 946  | 1375.046757 | 1384 | 757.7874132 | 500  | 883.58246 | 814  | 1400.062699 | 820.6849353 | 1.697226092 | 0.763178763 | 0.00000580 | 0.00054927 |
| Fam63b    | 321.7748525 | 393.7222026 | 261  | 414.6493472 | 417  | 246.0348744 | 162  | 232.69299 | 214  | 404.1857749 | 239.3639302 | 1.696703752 | 0.762734689 | 0.00073546 | 0.03384961 |
| Atp6ap2   | 433.4621179 | 575.903413  | 382  | 506.0211793 | 509  | 367.1597357 | 242  | 284.76414 | 262  | 540.9622962 | 325.9619397 | 1.675596504 | 0.744674779 | 0.00040655 | 0.02068099 |
| Klc1      | 383.1161194 | 453.9473961 | 301  | 501.0553189 | 504  | 311.1394874 | 205  | 266.32228 | 245  | 477.5013575 | 288.7308814 | 1.675050224 | 0.744204353 | 0.00059291 | 0.02865303 |
| Rab11fip5 | 364.2832749 | 363.6096058 | 241  | 542.7685466 | 546  | 247.5489352 | 163  | 303.20601 | 279  | 453.1890762 | 275.3774736 | 1.640495899 | 0.714131987 | 0.00115204 | 0.04842547 |
| Samhd1    | 425.2205748 | 431.3629485 | 286  | 611.2974208 | 615  | 224.8380237 | 148  | 433.38391 | 399  | 521.3301847 | 329.110965  | 1.630777377 | 0.705559848 | 0.00090929 | 0.04004354 |
| C3ar1     | 452.3828235 | 636.1286065 | 422  | 489.1372538 | 492  | 362.6175534 | 239  | 321.64788 | 296  | 562.6329302 | 342.1327169 | 1.619970235 | 0.695967306 | 0.00083762 | 0.03733489 |
| Clec4a3   | 491.7624034 | 532.2401477 | 353  | 676.8467786 | 681  | 385.3284649 | 254  | 372.63422 | 343  | 604.5434632 | 378.9813436 | 1.604942438 | 0.682521555 | 0.00081859 | 0.03675429 |
| Iqgap2    | 508.2913893 | 566.8696339 | 376  | 666.9150578 | 671  | 462.5455639 | 305  | 336.8353  | 310  | 616.8923458 | 399.6904327 | 1.58994693  | 0.668978611 | 0.00094601 | 0.04136297 |
| Cndp2     | 978.1075241 | 1248.91995  | 829  | 1144.630833 | 1152 | 727.5061979 | 480  | 791.37312 | 729  | 1196.775392 | 759.4396568 | 1.563629151 | 0.644898387 | 0.00019207 | 0.01137772 |
| Rab11a    | 870.4249559 | 1041.143033 | 691  | 1073.122442 | 1080 | 729.0202587 | 481  | 638.41409 | 588  | 1057.132738 | 683.7171743 | 1.559913516 | 0.641466046 | 0.00030703 | 0.01678083 |
| Rin2      | 1363.857291 | 1477.775686 | 981  | 1805.090272 | 1817 | 1227.146251 | 810  | 945.41696 | 871  | 1641.432979 | 1086.281604 | 1.548034402 | 0.630437532 | 0.00007749 | 0.00517497 |
| Adam10    | 646.1012819 | 717.4326177 | 476  | 850.6518942 | 856  | 470.1158678 | 310  | 546.20475 | 503  | 784.042256  | 508.1603079 | 1.545596972 | 0.628164173 | 0.00100025 | 0.04322020 |
| Ahnak     | 2545.579113 | 3022.551899 | 2007 | 3102.17302  | 3123 | 2262.763814 | 1494 | 1794.8277 | 1654 | 3062.36246  | 2028.795766 | 1.536233673 | 0.619397678 | 0.00000571 | 0.00054377 |

**Supplementary Table 3:** List of antibodies used for immunophenotyping.

| Antibody                                    | Company                   | Catalogue number |
|---------------------------------------------|---------------------------|------------------|
| Annexin V FITC                              | BD Biosciences            | 51-65874X        |
| CD102 (ICAM2) eFluor 450                    | ebioscience               | 48-1021          |
| CD11b Alexa Fluor 647                       | BD Biosciences            | 557686           |
| CD11b Biotin                                | BD Biosciences            | 51-017125        |
| CD115 PE                                    | TONBO biosciences         | 50-1152          |
| CD11c FITC                                  | ebioscience               | 11-0114          |
| CD11b PE-Cy7                                | BD Biosciences            | 552850           |
| CD115 Biotin                                | ebioscience               | 13-1152          |
| CD16/CD32 (Mouse BD Fc Block)               | BD Biosciences            | 553142           |
| CD3e Alexa Fluor 488                        | ebioscience               | 53-0031          |
| CD45 APC-Cy7                                | BioLegend                 | 103116           |
| CD45 eFluor 450                             | ebioscience               | 48-0451          |
| CD45 PerCP-Cy5.5                            | BD Biosciences            | 550994           |
| CD45.1 V450                                 | BD Biosciences            | 560520           |
| CD45.2 Biotin                               | BD Biosciences            | 553771           |
| CD45.2 PerCP-Cy5.5                          | invitrogen                | 45-0454-82       |
| CD45R/B220 PerCP-Cy5.5                      | BD Biosciences            | 561101           |
| F4/80 PE                                    | BioLegend                 | 123110           |
| F4/80 PE-Cy7                                | BioLegend                 | 123114           |
| GATA-6 (D61E4)                              | Cell signaling Technology | 5851             |
| Goat anti rabbit Alexa Fluor 647            | invitrogen                | A-21245          |
| ki-67 APC                                   | Biolegend                 | 652405           |
| Ly-6C APC                                   | BD Biosciences            | 560595           |
| Ly-6C APC-Cy7                               | BD Biosciences            | 560596           |
| Ly-6C FITC                                  | BD Biosciences            | 553104           |
| Ly-6G PerCP-Cy5.5                           | BioLegend                 | 127615           |
| MHC class II (I-A/I-E) Brilliant Violet 605 | BioLegend                 | 107639           |
| MHC class II (I-A/) FITC                    | ebioscience               | Nov-22           |
| Siglec-F PE                                 | BD Biosciences            | 552126           |
| Streptavidin Pacific Blue                   | life technologies         | S11222           |
| Streptavidin Alexa Fluor 488                | life technologies         | S11223           |
| Tim-4 Alexa Fluor 647                       | BioLegend                 | 130008           |
| Tim-4 PE                                    | BioLegend                 | 130006           |

**Supplementary Table 4:** Gating strategies for flow cytometry.

| Cell type                               | Gating strategy                                                                                                  |
|-----------------------------------------|------------------------------------------------------------------------------------------------------------------|
| TRMs                                    | CD45 <sup>+</sup> B220 <sup>-</sup> CD11b <sup>+</sup> Cd115 <sup>+</sup> F480 <sup>hi</sup> MHCII <sup>lo</sup> |
| BDMs                                    | CD45 <sup>+</sup> B220 <sup>-</sup> CD11b <sup>+</sup> Cd115 <sup>+</sup> F480 <sup>lo</sup> MHCII <sup>hi</sup> |
| Eosinophils                             | CD45 <sup>+</sup> F4/80 <sup>+</sup> CD11b <sup>+</sup> TIM4 <sup>-</sup> MHCII <sup>-</sup>                     |
| FL monocytes                            | CD11b <sup>+</sup> Ly6C <sup>+</sup> F4/80 <sup>int</sup>                                                        |
| FL macrophages                          | CD11b <sup>int</sup> Ly6C <sup>-</sup> F4/80 <sup>+</sup>                                                        |
| YS macrophages                          | CD11b <sup>+</sup> Ly6C <sup>-</sup> F4/80 <sup>hi</sup>                                                         |
| Kupffer cells                           | CD45 <sup>+</sup> MHCII <sup>+</sup> F4/80 <sup>hi</sup> CD11b <sup>lo</sup> Ly6C <sup>lo</sup>                  |
| Microglia                               | CD45 <sup>LO</sup> CD11b <sup>+</sup>                                                                            |
| PB Monocytes Ly6Chi                     | CD45 <sup>+</sup> F4/80 <sup>-</sup> CD11b <sup>+</sup> CD115 <sup>+</sup> Ly6C <sup>hi</sup>                    |
| PB Monocytes Ly6Clo                     | CD45 <sup>+</sup> F4/80 <sup>-</sup> CD11b <sup>+</sup> CD115 <sup>+</sup> Ly6C <sup>lo</sup>                    |
| Small intestine macrophages             | CD45 <sup>+</sup> CD11c <sup>-</sup> SiglecF <sup>-</sup> Ly6G <sup>-</sup> F480 <sup>+</sup> CD11b <sup>+</sup> |
| Splenic red pulp macrophages            | CD45 <sup>+</sup> F4/80 <sup>+</sup> MHCII <sup>+</sup>                                                          |
| Alveolar macrophages                    | CD45 <sup>+</sup> CD11b <sup>+</sup> Ly6G <sup>-</sup> Siglec-F <sup>hi</sup> CD11c <sup>hi</sup>                |
| Peritoneal macrophages in tumor ovaries | CD45 <sup>+</sup> Ly6G <sup>-</sup> CD11b <sup>+</sup> F4/80 <sup>+</sup> GATA-6 <sup>+</sup>                    |

**Supplementary Table 5:** Primers used for qPCR amplification.

# Supplementary material for: RXRs control serous macrophage neonatal expansion and identity and contribute to ovarian cancer progression
**Source:** Nat Commun. 2020 Apr 3;11:1655. doi: 10.1038/s41467-020-15371-0
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |     |           |
|-----|-----------|
| n/a | Confirmed |
|-----|-----------|
- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☒ ☐ A description of all covariates tested
  - ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

We have not used any previously unreported custom computer code or algorithm to generate results.

Data analysis

For qPCR analysis we used the commercial softwares qbasePLUS v1.5, and SDS v2.4  
 For flow cytometry data collection and analysis we used the commercial softwares SP6800 v1.6.3, FACS Diva v6.1, and FlowJo v10.4.2  
 For image analysis we used the commercial softwares ImageJ v1.46r, and NDP.view 2  
 For t-SNE analysis we used AP-workflow (Jiménez-Carretero et al., J Immunol, 2018)  
 For RNA-seq analysis we used the open source and commercial softwares Kallisto v0.43.0, tximport, limma, Panther, GSEA, and Genesis v1.7.6  
 For ATAC-seq analysis the following open source and commercial software were used: Cutadapt v1.7.1, Bowtie2 v4.1.2, PICARD tools v1.97, samtools v0.1.18, MACS2 v2.1.1, bedtools v2.24.0, DiffBind R package v2.6.6, EdgeR v3.20.9, and HOMER v4.10.3  
 For statistical analysis and graph creation we used GraphPad PRISM v7.03

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data is available in the main text or the supplementary materials. ULI RNA Seq and ATAC-Seq data are deposited in GEO; accession number GSE129414 and GSE129095, respectively.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Due to experimental limitations by the reduced number of animals obtained per litter, no sample-size calculation was performed at the moment of experimental design. We used all the animals obtained in each litter and repeated the experiments several times making sure that the data were successfully replicated.                                                                       |
| Data exclusions | Animals with any signs of illness were excluded from our studies.<br>Significant outliers were determined using a Grubbs' test (GraphPad) and excluded as considered technical artifacts.<br>In RNA-seq and ATAC-seq experiments we excluded samples that do not randomly clusterized with their experimental group after diagnostic plot analysis.                                           |
| Replication     | All experiments were performed several times, and all attempts at replication were successful.                                                                                                                                                                                                                                                                                                |
| Randomization   | All experimental groups used in our studies contained all mice per litter, independently of their gender or genotype.                                                                                                                                                                                                                                                                         |
| Blinding        | Bias was avoided by blinded experiments. Organ collection, processing and data collection was always performed blinded. In flow cytometry and qPCR studies embryos and neonate mice were genotyped after the experiments were carried out, and in adult mice the genotype was generally checked at the moment of graph generation. Microscopy studies, ATAC-seq and RNA-seq were not blinded. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The antibody suppliers, clones and details can be found in Methods.                                                                                                                                                                                                                                                    |
| Validation      | According to manufacturer' s data sheets, all the antibodies used in this study had been reported to work in mice for flow cytometry or immunofluorescence. In general, a 1:100 dilution was used, with the exception of anti-ki67 and anti-GATA-6 that were titrated to determine the optimal antibody concentration. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                          |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Upk10 cells were generated by Scarlett U.K. et al. (JEM, 2009).                                          |
| Authentication                                                       | The Upk10 cell line have not been authenticated by our lab independently of the author's authentication. |
| Mycoplasma contamination                                             | Upk10 cells were tested mycoplasma negative.                                                             |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                          |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All the animals used in this study were on the C57BL/6 background. Male and female mice were studied from E13.5 to 70 days of age.                                                                                                                                                                                    |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                               |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                           |
| Ethics oversight        | All experiments were carried out according to local ethical guidelines, and were approved by the Animal Subjects Committee of the Instituto de Salud Carlos III (Madrid, Spain) in accordance with EU Directive 86/609/EEC, or by IACUC at Icahn School of Medicine at Mount Sinai in accordance with NIH guidelines. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                   |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | The sample preparation details can be found in Methods.                                                                                                                                                                                                                                                                                           |
| Instrument                | BD FACSCanto II, BD LSRFortessa SORP, SONY Spectral Cell Analyzer SP6800, BD LSRII flow sorter, BD FACSAria SORP flow sorter, SONY Sy3200 flow sorter                                                                                                                                                                                             |
| Software                  | For data collection we used SP6800 v1.6.3 and FACS Diva v6.1.<br>For data analysis we used FlowJo v10.4.2 or v10.4.0                                                                                                                                                                                                                              |
| Cell population abundance | We determined the abundance and morphology of post-sorted cell populations by manually counting in a Neubauer chamber.                                                                                                                                                                                                                            |
| Gating strategy           | The gating strategies can be found in Supplementary Table 4.<br>Boundaries between "positive" and "negative" staining cells was determined by negative controls in populations that were clearly defined, by FMO in ki67+ and BrdU+ cell populations, and by the secondary and Isotype control antibodies for GATA-6+ cells withing ovary tumors. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

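Chromatin accessibility was measured by ATAC-seq in LPMs of 2 genotypes, Rxrab fl/fl and LysMCre+ Rxrab fl/fl, with 2 libraries each. The authors trimmed adaptors, aligned paired-end reads to mm10 with Bowtie2, removed duplicates, reads of low mapping quality and reads on the mitochondrial and sex chromosomes, called peaks in each library with MACS2 (extension 200 bp, q value 0.05) and removed blacklisted regions. The deposited peak lists give a fold enrichment at the summit, which is a ratio to the local background. The deposited lists also give the −log10 of the p value and of the q value of each peak, an integer score, which was not used, and the offset of the summit, which placed it. The authors then used edgeR on read counts through DiffBind. Read counts are not analysed here, so that test was not repeated.

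The fold enrichment and p value of each peak were solved for a whole-number pileup and a background, with a pseudocount of 1 as in MACS2. On 20000 simulated peaks, 99.8% of the pileups were recovered. The lowest background of a library stands for its depth. Peaks sharing at least 1 bp were merged. A region was placed by its midpoint on RefSeq curated transcripts of the same genome build (43783 transcripts of 24963 genes), with promoter-TSS from 1 kb upstream to 200 bp downstream of a TSS. Regions called in both libraries of one genotype and neither of the other were compared by two-sided Fisher's exact tests over regions. For regions called in all 4 libraries, log2 fold enrichment was centred on each library's median and tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change past 1. On simulated data with the real means and spread, limma called 147 of 200 changed regions in the right direction and 0 of 14999 unchanged regions. Each planted change was by design larger than the threshold of 1, so this does not give the power for changes near the threshold. Motif matching recovered each of 500 planted matches for all 10 motifs. The planted matches were drawn from the same patterns, so this checks the search only and not how well the patterns find binding sites. Correlations with the paper's RNA values used 100000 permutations. The tables of the paper were matched by symbol, and 6 downregulated and 5 upregulated genes were found by an older symbol, a step added after a first comparison had been run. Symbols that match no gene were left out, and sex chromosomes carry no peaks. Scripts used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0.

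The genes named are those the paper names for ATAC-seq, the targeted genes, and the 3 regions in each direction with the largest change in log2 fold enrichment among those past the limma threshold in which both libraries of one genotype lie above both of the other. The strongest region of a gene is the one with the largest mean log2 fold enrichment over the libraries in which it was called, among regions nearest to its TSS or overlapping it. The targeted genes were examined first. The strongest Rxra region changed by 0.028 in log2 fold enrichment (adjusted p = 0.953 from limma) and by 1.16 on the pileup (adjusted p = 0.0254 from limma), and the Rxrb promoter-TSS by −0.60 in log2 fold enrichment (adjusted p = 0.150 from limma). Among regions that passed the threshold, the largest changes towards Rxrab fl/fl were near Id3 (log2 fold change −1.55), Rcn3 (−1.46) and Pxn (−1.46), and towards LysMCre+ Rxrab fl/fl near Zp2 (1.48), Efna2 (1.44) and a RIKEN cDNA gene on chromosome 2 (1.43). On the pileup, those near Id3 (−0.093), Rcn3 (−0.70) and Pxn (−0.26) did not pass (adjusted p = 0.815, 0.0720 and 0.540 from limma). Those towards LysMCre+ Rxrab fl/fl did.

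The alternatives tried were a q value of 0.01, an equal number of peaks per library, peaks reduced to their summits, each library left out, other promoter windows and TSS sets, other normalizations, the summit pileup, regions called in at least 2 libraries, a mean-variance trend, the adjusted p alone, and other lists and windows for motifs. The depth per library was 9.92 to 18.4 M tags, as estimated from the background. Intervals on shares of regions cover counting error only.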

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

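The tests of cell type were chosen before their results were seen and that of depth after. A set of 3 regions that the paper does not discuss had a higher fold enrichment in LysMCre+ Rxrab fl/fl than in Rxrab fl/fl. The log2 fold change was 1.48 near Zp2 (chromosome 7, 120150219 to 120150630), 1.44 near Efna2 (chromosome 10, 80199472 to 80199828) and 1.43 in a RIKEN cDNA gene (chromosome 2, 32736901 to 32737508), each with an adjusted p of 0.0390 from limma. The scaled summit pileup rose in each and passed the threshold, by as much as 1.83. Both LysMCre+ Rxrab fl/fl libraries lay above both Rxrab fl/fl libraries in each, which was a condition for choosing them. Without centring, no region passed the test, with a smallest adjusted p of 0.940 and 801 regions at an unadjusted p under 0.05.

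A difference in depth is one technical explanation. The second LysMCre+ Rxrab fl/fl library held 3.45 times the peaks of Rxrab fl/fl replicate 3 at nearly the same background, so depth alone does not set the calls, although this was not tested at these regions. Cells of another type could be another source, and the marker lists gave percentiles of 57.7 (B cells), 84.9 (T cells), 65.5 (mast cells) and 14.1 (granulocytes) among random gene lists. These percentiles are of regions called only in LysMCre+ Rxrab fl/fl, whereas the 3 regions were called in all 4 libraries, and too few marker genes had regions for the tests to decide. A mixture of cells was thus not tested at these regions and cannot be told apart from a change in the macrophages. The fold enrichment was also lowest in Rxrab fl/fl replicate 3 at each of these regions (4.31, 5.34 and 4.74), and replicate 1 lay below both LysMCre+ Rxrab fl/fl libraries.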

How the results depend on the processing

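No paired analysis was possible because the groups share only replicate number 1. The alternatives below were set before the data were examined, except those said to have been chosen after seeing the values. Where a result changed, the cause was not tested unless stated.

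An equal number of peaks per library gave 1610 regions called only in Rxrab fl/fl (32 in the reported setting) and 1743 only in LysMCre+ Rxrab fl/fl (16133). Promoter-TSS shares became 38.1 and 13.2%, reversing their order. The log2 odds of lying nearest to downregulated genes were 1.97 (3.36 in the reported setting) and passed the test. The shares within 5 kb of a TSS were 51.6 and 27.5%, and 6 motifs passed the test against 3. KLF (9.04 percentage points, Rxrab fl/fl minus LysMCre+), DR1 (0.258) and ISRE (0.124) turned positive and MEIS (−5.82) negative. With peaks reduced to 100 bp either side of the summit, 249 regions were called only in Rxrab fl/fl, promoter-TSS shares were 58.2 and 7.72%, the log2 odds were 1.98 and passed, shares within 5 kb were 74.3 and 23.8%, and 6 motifs passed. KLF (18.3), DR1 (1.12), ISRE (0.306) and MEIS (−1.39) changed sign, and GATA no longer passed (8.43 against 5.53%, adjusted p = 0.0973). DR5 no longer passed with an equal number of peaks (adjusted p = 0.0758) or with motifs counted over whole regions (adjusted p = 0.117). With promoter-TSS to +100 bp, the shares were 6.25 and 6.23%, in reversed order. With protein-coding TSSs, 20.5% of LysMCre+ Rxrab fl/fl regions were within 5 kb. A q value of 0.01 changed none of these results, but it left 32 and 16126 regions, so it hardly tested the threshold. With protein-coding TSSs the LysMCre+ Rxrab fl/fl promoter-TSS share was 6.27%, and the difference between the genotypes stayed undetectable there and with regions placed by their summit.

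Regions past the limma threshold were 7 and 6 for Rxrab fl/fl and LysMCre+ Rxrab fl/fl. They were 0 and 0 without centring (801 regions at an unadjusted p under 0.05) and 2 and 9 with quantile normalization. On the summit pileup they were 747 and 382, and with a mean-variance trend 76 and 61. Over regions called in at least 2 libraries, with a fold enrichment of 1 where a library had no call, they were 30 and 11950. These counts thus depend on missing calls, and the Rxrab fl/fl promoter-TSS share there was 6.67%. With the pileup divided by the library's background, chosen after seeing the values, they were 0 and 13. The median log2 change was then 1.04. On the pileup, the correlation with RNA reversed to 0.236. Regions past the limma threshold were too few to test the direction against RNA. On regions past the limma threshold, 0 motifs passed, and the motif differences were −16.7 for C/EBP, −33.3 for AP-1 and 0 for ATF, DR5 and ISRE. With GC content matched, KLF was 0.268 and DR1 was 0.

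For regions past the threshold on the pileup, chosen after seeing the values, the log2 odds were 2.35, shares within 5 kb were 56.0 and 32.2%, and KLF (9.20), AP-1 (−4.10), DR1 (0.408) and MEIS (−6.90) changed sign. C/EBP (adjusted p = 0.133) and DR5 (0.128) no longer passed there. Among these regions outside promoter-TSS, KLF (0.628), DR1 (0.182) and MEIS (−4.39) changed sign without passing the test, as did KLF (4.79), AP-1 (−1.83), DR1 (0.507) and MEIS (−4.39) with GC content matched. Strongest regions that changed sign were those of Thbs1 (0.15), Serpinb2 (0.32) and Cdca2 (0.025) without centring, Serpinb2 (0.035) with quantile normalization and Capn2 (−0.027) on the pileup. Leaving out centring adds the same amount to each region, and the median log2 change of all regions moved from −0.087 to 0.28, so those signs follow the shift.

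Across the 4 fits that each left out one library, regions called only in Rxrab fl/fl ranged from 55 to 1257 and only in LysMCre+ Rxrab fl/fl from 16158 to 34259, the promoter-TSS share from 4.38 to 15.9% in Rxrab fl/fl and from 7.07 to 12.0% in LysMCre+ Rxrab fl/fl, and the latter's share within 5 kb from 23.0 to 28.0%. Without LysMCre+ Rxrab fl/fl replicate 1, the order of the promoter-TSS shares was reversed (15.9 against 7.47%). The log2 odds ranged from 0.96 to 4.04. Without Rxrab fl/fl replicate 1, the motif differences of C/EBP (−0.43 percentage points) and AP-1 (−4.05) changed sign. So did ATF (−0.12) without Rxrab fl/fl replicate 3, and MEIS without LysMCre+ Rxrab fl/fl replicate 1 (−0.17) or 2 (−0.31). GATA (7.63 to 17.9) and DR5 (0.90 to 3.58) stayed positive in each fit. Regions past a log2 fold change of 1, with no test, ranged from 40 to 540 and from 74 to 244.

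Over all alternatives, leaving out a library included, the values of single genes, motifs and distance classes stayed the same in 231 cases, moved in 48, became stronger in 9 and weaker in 20, and were labelled reversed in 31. Not all of these 31 are reversals. They include differences of exactly 0 (ATF, DR5 and ISRE past the limma threshold, and DR1 with GC content matched). They also include the signs of Thbs1, Serpinb2 and Cdca2 without centring, which follow a shift common to all regions. The 2 libraries per genotype limit each of these results.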

Differences from the paper's values

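The promoter-TSS share in Rxrab fl/fl is the paper's 31.6% and 6.25% here by calls. Of the alternatives set before the data were examined, an equal number of peaks per library (38.1%) came within 1.5 times the paper's value and the others did not. With it, the LysMCre+ Rxrab fl/fl share was 13.2%, more than 1.5 times the paper's 5.5%, which the reported 7.06% was not. Among regions past the limma threshold the share was 57.1%, and it came within that distance on the summit pileup (46.6%), and on GENCODE transcripts (42.9%), which were chosen after seeing the values. Among regions past a log2 fold change of 1, with no test, it did so without Rxrab fl/fl replicate 3 (37.5%) and without LysMCre+ Rxrab fl/fl replicate 2 (41.1%). Of all regions called in all 4 libraries, 47.0% were in promoter-TSS, so the 46.6% on the pileup is about that of the regions tested. For LysMCre+ Rxrab fl/fl, the paper's 5.5% stands against 0% past the limma threshold. Regions called in at least 2 libraries, where a missing call counted as a fold enrichment of 1, came within 1.5 times of it (5.82%). The settings that came within the Rxrab fl/fl value did not, with 18.1% on the pileup, 9.38% without Rxrab fl/fl replicate 3, 14.9% without LysMCre+ Rxrab fl/fl replicate 2 and 0% on GENCODE transcripts. The paper's R squared of 0.325 was computed on changes in normalized read counts at differentially accessible peaks. It stands against 0.000226 here, which rests on fold enrichment, a ratio to the local background, so the measures are unlike. The value here is over the 627 regions called in all 4 libraries that lie nearest to a gene of the RNA tables. These include no region of Fcrls, Cd209d, Retnla or Ccr2. The paper's chi-square of 202.99 stands against 3.40. None of the alternatives set before the data were examined closed either gap. The chi-square of 3.40 rests on 1 region called only in Rxrab fl/fl and nearest to a gene of the RNA tables. It was 17.1 with an equal number of peaks per library, and from 0.379 to 58.3 with 1 library left out. The summit pileup, a count of tags that is not divided by the local background, gave an R squared of 0.0556. The paper's average depth of 25 M paired-end reads stands against a mean of 12.7 M tags, estimated after the authors' filters. Whether the paper's figure counts pairs or single reads is not stated, so the units may differ. No alternative bears on it.

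Read by eye in Fig. 2c, the paper's Rxrab fl/fl shares are about 22% intron and about 25% intergenic, against 53.1 and 40.6%. An equal number of peaks per library gave 27.8 and 30.4%, within 1.5 times of both, and peaks reduced to their summits gave 24.1% intron, within it, and 15.3% intergenic, outside it. A q value of 0.01 and leaving out a library closed neither gap. Regions past the limma threshold on the pileup, chosen after seeing the values, gave 19.7 and 30.4%. In Fig. 2f, read by eye, the paper's motif shares in Rxrab fl/fl are about 29% for C/EBP against 12.5%, about 26% for KLF against 3.12%, about 27% for ATF against 3.12%, about 2.0% for DR5 against 6.25%, about 4.3% for DR1 against 0%, about 2.7% for ISRE against 0% and about 43% for MEIS against 21.9%. KLF came within 1.5 times with peaks reduced to their summits (22.9%), and on regions past the limma threshold on the pileup (19.4%), which were chosen after seeing the values. DR5 came within it without LysMCre+ Rxrab fl/fl replicate 1 (1.87%), and outside promoter-TSS on those pileup regions (1.50%), also chosen after seeing the values, and ISRE without LysMCre+ Rxrab fl/fl replicate 2 (1.82%). No alternative closed the gap for C/EBP, ATF, DR1 or MEIS. The motif shares here count matches of a consensus pattern, whereas the paper's come from the matrix search of HOMER. The 2 measures are unlike and each alternative kept the same patterns, so these gaps need not come from the regions.

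In Supplementary Fig. 2e, read by eye, the paper's Rxrab fl/fl counts from the most upstream to the most downstream class are about 430, about 930, about 1400, about 990, about 1000 and about 590, against 1, 6, 5, 3, 12 and 5 here. Its LysMCre+ Rxrab fl/fl counts are about 380, about 1300, about 540, about 590, about 1900 and about 720, against 1139, 3925, 1554, 2168, 5347 and 2000. No alternative, set before or after the data were examined, closed the gap in the count of any of these classes. The counts follow the sizes of the lists, which here held 32 and 16133 regions. They thus do not compare how the regions are spread over the classes. The paper's graph gives percentages, which were not set beside the shares here. The legend of that figure names Rxra fl/fl and LysMCre+ Rxra fl/fl LPMs, and reading its counts as Rxrab is an assumption made here.

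The paper places MEIS motifs with Rxrab fl/fl. In the reported setting they were more frequent there, in 21.9 against 16.4% of regions, without passing the test (adjusted p = 0.497 from Fisher's exact test). With an equal number of peaks per library the difference was −5.82 percentage points and passed. The paper states that accessibility was reduced at Cdca2, where the log2 fold change was −0.34 with an adjusted p of 0.460 from limma, and increased at Capn2, where it was 0.15 with an adjusted p of 0.691.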

Other observations

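The tests of depth, number of peaks, the splits of the libraries and the local background were chosen after the result was seen, and the other tests before it.

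The Rxrab fl/fl replicate 3 library stands apart. Its median summit pileup over the regions called in all 4 libraries was 20, against 97, 99 and 65 in the other libraries, and 18.9 times its background, against 49.2, 74.6 and 60.2 times. Its background was within 1.02 times that of the second LysMCre+ Rxrab fl/fl library, which held 3.45 times the peaks. Depth therefore does not explain the number of peaks; the lower signal over background may come from the library or from the cells, and no test here tells these apart.

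Promoter-TSS regions were relatively stronger in Rxrab fl/fl, with a difference to other regions in mean log2 fold enrichment of 0.33 and 0.37 in Rxrab fl/fl and 0.20 and 0.16 in LysMCre+ Rxrab fl/fl. The genotype difference was −0.17. It was −0.11 within bins of GC content and −0.21 within bins of region strength, so neither accounts for all of it. With an equal number of peaks per library, promoter-TSS shares still differed by 6.01 percentage points between the genotype means, more than the 2.63 points between libraries of a genotype, although all peaks gave 18.2 points. Much of the difference over all peaks may thus follow the number of peaks called. Of the 3 splits of the 4 libraries, 1 (the real one) gave a difference as large. No design of this size can go lower, so this count could not decide whether the pattern is a chance difference between libraries. Both Rxrab fl/fl libraries lay above both LysMCre+ Rxrab fl/fl libraries in this difference and in the share at an equal number of peaks.

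Of the regions called only in LysMCre+ Rxrab fl/fl, 32.2% lay above the median strength of the regions of the first LysMCre+ Rxrab fl/fl library, so they are not only calls near the threshold. As the cell-type tests could not decide, these regions cannot be told apart from a mixture of cells.

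The change in summit pileup followed the RNA change of the nearest gene (r = 0.236 over 627 regions) and the change in fold enrichment did not (r = −0.0150). The local background, by which MACS2 divides, had an r of 0.310 with the RNA change (permutation p of 1e-05, the smallest that can be given). This background was solved as the pileup over the fold enrichment, so its r follows from the other values and is no separate test. Why the pileup and the fold enrichment differ here was not settled. At Id3, fold enrichment fell by 1.55 on the log2 scale and the pileup fell by 0.093. By fold enrichment, Rxrab fl/fl replicate 1 was closer to LysMCre+ Rxrab fl/fl replicate 1 (r = 0.806) than to Rxrab fl/fl replicate 3 (r = 0.753), and by pileup the order was reversed. A mislabelled library was tested by the contrast between regions at downregulated and upregulated genes, which was −0.019 and −0.016 in Rxrab fl/fl and −0.056 and 0.030 in LysMCre+ Rxrab fl/fl. It rests on fold enrichment, which did not follow RNA, so it could not have detected a mislabelled library. By pileup, libraries of the same genotype had an r of 0.901 and 0.908 and libraries of different genotypes from 0.710 to 0.811, which groups them by their labels. The authors left out samples that did not cluster with their group, so this grouping says little about mislabelling.

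Regions at LPM-specific genes were seldom called only in LysMCre+ Rxrab fl/fl (10.8%). From all genes' regions of the same strength 36.1% were expected, so strength does not account for it. At SPM-specific genes 40.7% were observed and 40.0% expected. A candidate explanation, as a hypothesis found in these data, is that regions at LPM-specific genes are open in Rxrab fl/fl and thus called there too, against the general gain in calls. The region near Rcn3 was higher in Rxrab fl/fl by fold enrichment (log2 fold change −1.46), while Rcn3 is upregulated in the paper's RNA table. On the pileup that region changed by −0.70 and did not pass (adjusted p = 0.0720 from limma).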
